# Evidence for mitochondrial Lonp1 expression in the nucleus

**DOI:** 10.1038/s41598-022-14860-0

**Published:** 2022-06-27

**Authors:** Lara Gibellini, Rebecca Borella, Anna De Gaetano, Giada Zanini, Domenico Lo Tartaro, Gianluca Carnevale, Francesca Beretti, Lorena Losi, Sara De Biasi, Milena Nasi, Mattia Forcato, Andrea Cossarizza, Marcello Pinti

**Keywords:** Mitochondria, Cell biology, Organelles, Nucleus

## Abstract

The coordinated communication between the mitochondria and nucleus is essential for cellular activities. Nonetheless, the pathways involved in this crosstalk are scarcely understood. The protease Lonp1 was previously believed to be exclusively located in the mitochondria, with an important role in mitochondrial morphology, mtDNA maintenance, and cellular metabolism, in both normal and neoplastic cells. However, we recently detected Lonp1 in the nuclear, where as much as 22% of all cellular Lonp1 can be found. Nuclear localization is detectable under all conditions, but the amount is dependent on a response to heat shock (HS). Lonp1 in the nucleus interacts with heat shock factor 1 (HSF1) and modulates the HS response. These findings reveal a novel extramitochondrial function for Lonp1 in response to stress.

## Introduction

Recently, there has been increasing evidence that mitochondria not only communicate with the nucleus but that several proteins containing mitochondrial-targeting sequences also reside or translocate to the nucleus under certain conditions^1^. These proteins can translocate in response to several stimuli and likely perform a similar function in both mitochondrial and nuclear compartments^1^. Examples of mitochondrial protein moonlighting to the nucleus include: mammalian nuclear factor erythroid 2-related factor 2 (NRF2), Activating Transcription Factor associated with Stress 1 (ATFS-1), the monooxygenase CLK-1, the pyruvate dehydrogenase complex (PDC), and fumarase^1–4^.

Lonp1 is a mitochondrial protease which plays a crucial role in the maintenance of mitochondrial functions^5^. Three Lonp1 variants are present in humans, resulting from the alternative splicing of exon 1. Global loss of Lonp1 causes fragmentation of the mitochondrial network, associated with severe alterations of *cristae*, as well as mitochondrial membrane depolarization and reduced respiratory capacity^6,7^. On the contrary, Lonp1 overexpression is associated with unchanged mitochondrial morphology and mass^8^. Changes in Lonp1 expression have been linked to epithelial-mesenchymal transition in cancer^8–10^, and mutations in the Lonp1 sequence have been linked to cerebral, ocular, dental, auricular and skeletal syndromes^5,11^. In mitochondria, Lonp1 is mainly involved both in the degradation of misfolded, oxidatively modified and regulatory proteins, and in the preservation of mitochondrial DNA (mtDNA)^12–14^. Recently however, Lonp1 has also been reported to play a role in metabolism remodelling^7^. This indicates that additional extra-mitochondrial functions of Lonp1 may exist^15^. As previous assumptions have believed that Lonp1 is located exclusively in the mitochondria, possible nuclear roles of this protein have been paid little attention. Here we provide evidence that Lonp1 can be present in the nuclei of murine and human tissue and cultured human cells. The nuclear localization of Lonp1 is increased in response to heat shock (HS) is independent of either DNA damage or cell cycle.

## Results

### Lonp1 localization in mitochondria and nuclei

Previous data from our lab revealed that mitochondrial Lonp1 is overexpressed in colon cancer cells and tissue, and that it is involved in energetic metabolism and epithelial-mesenchymal transition in these cells^6–8,16^. Lonp1 was assumed to localize exclusively in mitochondria. Intriguingly, while analysing the tissue-specific expression of Lonp1 in mice, we observed the nuclear localisation of Lonp1 in murine gut epithelium (Fig. 1), both by immunofluorescence and immunohistochemistry. We observed Lonp1 expression in the nuclei of healthy gut cell samples from adult wild-type mice (Fig. 1A and supplementary Fig. 1), confirmed by immunofluorescence (Fig. 1B). Ki-67 staining enabled the observation of section crypts in the lower (0 to + 4), upper (+ 5 to + 15) and non-crypt (> + 15; Fig. 1C) zones. Detailed analysis of Lonp1 nuclear expression within the crypts showed that positivity of Lonp1 was concentrated in the transient amplifying (TA) cell area (+ 5 to + 15; Fig. 1C). We therefore analysed Lonp1 subcellular localization in human colon tissue, and also found Lonp1 human nuclear localisation (Fig. 1D; indicated by arrows).

**Figure 1:**
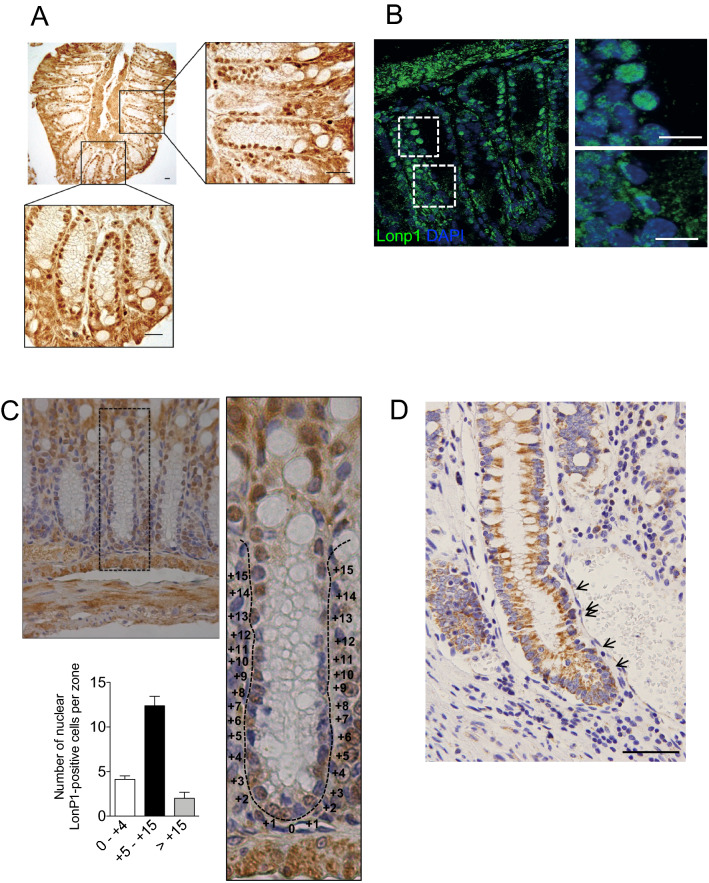
Lonp1 localizes in the nuclei of mouse colon tissue and human colon tissue. (**A**) Representative images of Lonp1 IHC on murine colon tissue, showing Lonp1 nuclear localization. (**B**) Representative images of Lonp1 IF on murine colon tissue, showing Lonp1 nuclear localization. Nuclei were counterstained with DAPI. (**C**) Representative Ki-67 IHC staining in intestinal crypt. Cells of the crypt were sectioned into three zones: the lower (0 to + 4), upper (+ 5 to + 15), and non (> + 15)-crypt zones. The histogram represents the percentage of cells with nuclear Lonp1 per crypt zone (n = 10 crypts per group). Data represent the mean ± SD. (**D**) Representative images of Lonp1 IHC on human colon tissue, showing Lonp1 nuclear localization (arrows). Bar: 200 µm.

To verify the nuclear presence of Lonp1 in neoplastic cells, we next examined Lonp1 subcellular localization in human cell lines. As shown in Fig. 2A, we found that endogenously expressed Lonp1 is present mainly in mitochondria, but also in nuclei of SW620 cells. Thus, we looked at the nuclear fraction of SW620 cells, and confirmed the presence of Lonp1 (Fig. 2B, left panel). The quantification of Lonp1 expression in nuclear and cytosolic fractions obtained from SW620 cells also revealed that 10 to 22% of Lonp1 is present in the nucleus of these cells (Fig. 2B,C). To further confirm that Lonp1 is specifically present in the nucleus, we separated nuclear, cytosolic and mitochondrial fractions, and found Lonp1 in the mitochondria and in the nucleus, but not in the cytosol (Fig. 2B, right panel). The quantification of Lonp1 in these fractions revealed that it was present mainly in mitochondria (Fig. 2C). A small fraction of Lonp1 was also present in the nucleus. Nuclear localization was also confirmed in two other colon cancer cell lines, namely SW48 and SW480, and in HeLa cells (Supplementary Fig. 2). Subsequently, we treated cells overnight with 50 nM leptomycin B (LMB), which inhibits nuclear export. The expression and subcellular distribution of p62 was used as a positive control to confirm the effectiveness of LMB treatment. In this condition, decreased levels of Lonp1 were observed in the cytoplasm, whereas increased levels were observed in the nucleus of treated cells (Fig. 2D,E), indicating that a fraction of Lonp1 translocates into the nucleus.

**Figure 2:**
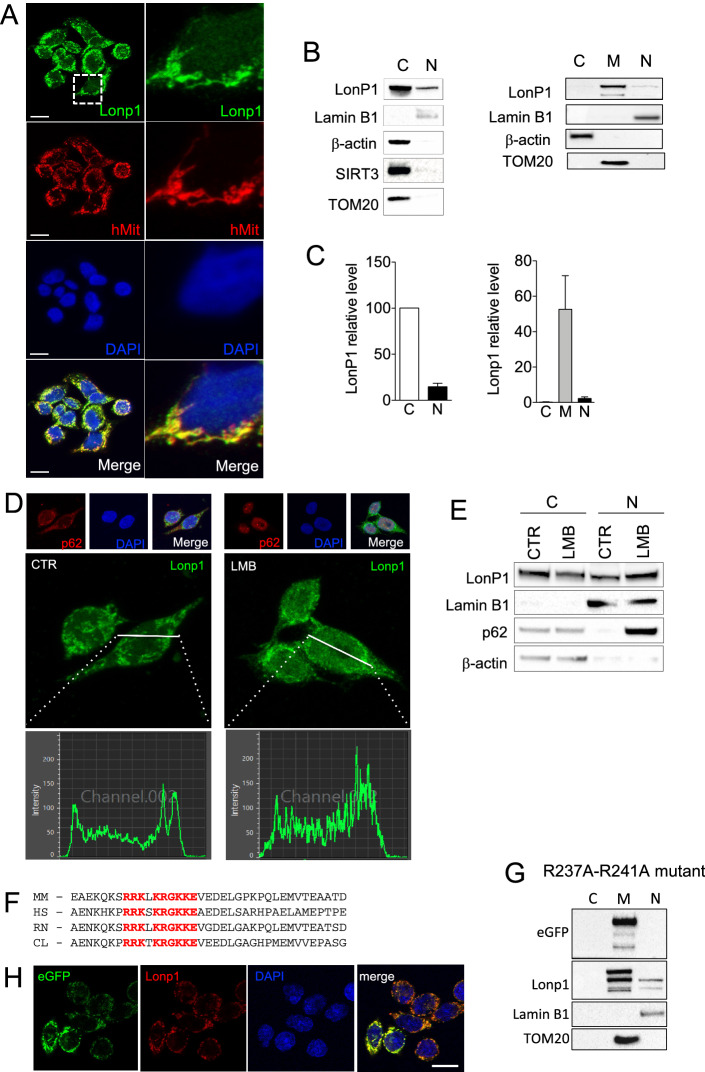
A fraction of Lonp1 localizes in the nuclei of human cells. (**A**) Representative confocal microscopy images of SW620 cells after immunostaining with anti-Lonp1 and anti-human mitochondria (hMit) Abs. Nuclei were counterstained with DAPI. Bars: 10 mm. (**B**) Left panel: representative immunoblot of cytosolic (C) and nuclear (N) fractions obtained from SW620 cells. Lamin B1 is the nuclear fraction loading control, whereas β-actin is the cytosolic fraction loading control. Immunoblots of Sirtuin-3 (SIRT3) and TOM20 are also reported to indicate that mitochondrial contamination is not present. Blots were cut prior to hybridisation with antibodies during blotting. Right panel: representative immunoblot of cytosolic (C), mitochondrial (M), nuclear (N) fractions obtained from SW620 cells. β-actin is the cytosolic fraction loading control, TOM20 is the mitochondrial fraction loading control and lamin B1 is the nuclear fraction loading control. (**C**) Left histogram: quantification of the ratio of nuclear and cytosolic Lonp1 (n = 3 independent experiments). Right histogram: quantification of the ratio of cytosolic, mitochondrial and nuclear Lonp1 (n = 3 independent experiments). (**D**) Representative confocal microscopy images of SW620 cells after immunostaining with anti-Lonp1 antibody. Cells were treated or not with leptomycin B (LMB) to inhibit nuclear export of proteins. Staining of p62 was reported as positive control for LBM treatment. Nuclei were counterstained with DAPI. (**E**) Representative immunoblot of cytosolic (cytosol) and nuclear (N) fractions obtained from SW620 cells, treated or not with LBM. Lamin B1 is the nuclear fraction loading control, whereas β-actin is the cytosolic fraction loading control. Immunoblot for p62 is also reported as positive control for LMB treatment. Blots were cut prior to hybridisation with antibodies during blotting. (**F**) Alignment of Lonp1 protein sequences (amino acids 218 to 256) from the indicated mammalian species. HS, *Homo sapiens*; CL, *Canis lupus familiaris*; MM, *Mus musculus*; RN, *Rattus norvegicus*. The nuclear targeting sequence is highlighted in red. (**G**) Representative immunoblot of cytosolic (C), mitochondrial (M), nuclear (N) fractions obtained from SW620 cells expressing the R237A-R241A mutant of Lonp1. β-actin is the cytosolic fraction loading control, TOM20 is the mitochondrial fraction loading control and lamin B1 is the nuclear fraction loading control. Blots were cut prior to hybridisation with antibodies during blotting. (**H**) Representative confocal microscopy images of SW620 cells expressing the R237A-R241A mutant of eGFP-Lonp1 after immunostaining with anti-Lonp1 antibody. Nuclei were counterstained with DAPI. Bar: 10 mm.

We next searched for nuclear localization signal (NLS) in a murine and human Lonp1 aminoacidic sequence with cNLS Mapper (available at http://nls-mapper.iab.keio.ac.jp/cgi-bin/NLS_Mapper_form.cgi). A putative NLS sequence (RRKLKRGKKEVE) was identified in Lonp1 between amino acid 225 and 236. This sequence is conserved in human Lonp1 (RRKSKRGKKEAE), as well as in other mammals (Fig. 2F). Thus, we mutated the NLS sequence by introducing two point mutations (R237A and R241A), tagged Lonp1 at C-term with eGFP and we overexpressed this mutant form of Lonp1 in SW620 cells. When we used an anti GFP Ab, we did not detect the protein in the nuclear fraction, suggesting that this sequence is needed for nuclear targeting. Conversely, the anti Lonp1 Ab revealed a weak but detectable signal in the nucleus, corresponding to the molecular weight of the native protein (Fig. 2G). Confocal microscopy analysis confirmed this observation (Fig. 2H).

### Lonp1 localizes to the nucleus in response to heat shock

The dual localization of Lonp1 in the mitochondria and the nucleus may be part of a regulatory mechanism that links mitochondrial function to nuclear events. To identify the potential functions of the nuclear protein and considering that Lonp1 nuclear localization correlates with Ki-67 expression, at least in mice, we first investigated whether Lonp1 could be involved in cell cycle regulation. For this reason, SW620 cells were exposed to thymidine, which causes cell cycle arrest in G0/G1, and Lonp1 cell localization was assessed (Supplementary Fig. 3A). No changes were observed in the nuclear fraction of Lonp1 in thymidine treated cells compared to untreated cells. This observation ruled out the involvement of Lonp1 in cell cycle regulation.

Since Lonp1 is able to bind to DNA within the mitochondria, we next investigated whether Lonp1 was recruited to the nucleus due to DNA damage response (DDR)^1^. To examine the effects of double-strand breaks on Lonp1 expression, SW620 cells were exposed to 5 Gy of ionizing radiation (IR) and left to recover for 24 h. We first confirmed that DNA damage occurred in our model, by analysing the levels of γ-H2AX, a key player in of the DDR in irradiated cells. As shown in Supplementary Fig. 3B, the γ-H2AX protein level was significantly increased in irradiated SW620 cells compared to untreated cells, and the presence of the γ-H2AX foci was also confirmed (left panel). However, irradiated cells did not show any changes in Lonp1 subcellular distribution when compared to untreated cells, suggesting that nuclear Lonp1 is not related to a DNA damage response (Supplementary Fig. 3B, right panel). These results were confirmed using DNA damage chemicals, inducing hydroxyurea (HU) or doxorubicin (DOXO). Cells were treated with increasing concentrations of these molecules for varying exposure times, and the levels of γ-H2AX were analysed. We found that treatment with 4 mM HU or 2 μM DOXO led to γ-H2AX increase, and to the appearance of γ-H2AX foci in the nucleus (Supplementary Fig. 3C). Therefore, under these conditions the levels of Lonp1 in nuclear and cytosolic fractions from cells were measured, but no changes in Lonp1 subcellular distribution were observed (Supplementary Fig. 3C, right panel). Despite their diverse mechanisms of action, these stressors had no effect on Lonp1 subcellular localization, clearly indicating that DNA damage does not induce Lonp1 localization.

An alternative hypothesis was that Lonp1 translocates to the nucleus in response to proteotoxic stress. As heat shock is commonly used to induce proteotoxic stress^17^, we kept SW620 cells for up to 3 h at 42 °C and then left them to recover. We then analysed Lonp1 expression and distribution and observed that there was a clear localization of Lonp1 in the nucleus of treated cells compared to an insignificant presence in the nucleus of control cells (Fig. 3A). We then analysed the expression of Lonp1 in nuclear and cytosolic fractions under HS compared to controls. Lonp1 expression in the same fraction showed a twofold increase of the protein in the nucleus of treated cells when compared to controls, indicating that HS induces Lonp1 relocalisation to the nucleus (Fig. 3B, C). Treatment of cells under HS, or HS plus recovery, with 50 nM LMB enhanced the nuclear localization of Lonp1, further suggesting that Lonp1 translocates to the nucleus under HS (Supplementary Figs. 4A and 4B).

**Figure 3:**
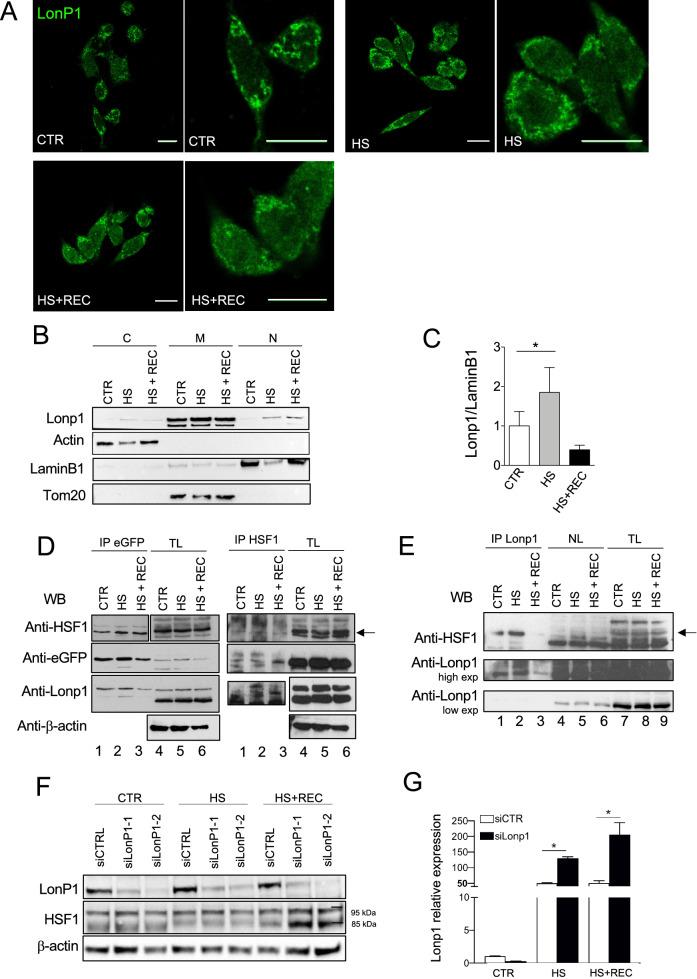
Lonp1 relocates in the nucleus in response to heat shock. (**A**) Representative confocal microscopy images of SW620 cells after immunostaining with anti-Lonp1 antibody. Cells were kept at 37 °C (CTRL), heat-shocked (HS) at 42 °C and then left to recover (HS + REC). Bars: 10 mm. (**B**) Representative immunoblot showing Lonp1 expression in cytosolic, mitochondrial and nuclear fractions from SW620 cells maintained at 37 °C (CTR), at 42 °C for 3 h to induce heat shock (HS) and kept at 42 °C for 3 h and then left for 1 h at 37 °C to recover (HS + REC). β-actin is the cytosolic fraction loading control, TOM20 is the mitochondrial fraction loading control and lamin B1 is the nuclear fraction loading control. Blots were cut prior to hybridisation with antibodies during blotting. (**C**) Histogram representing the relative levels of Lonp1 in nuclear fractions, obtained from three independent experiments. Data are shown as mean SD. *p < 0.05. (**D**) Representative immunoprecipitation experiment showing the interaction between Lonp1-eGFP and HSF1 in SW620 cells after heat-shock (HS) and then left 3 h at 37 °C to recover (HS + REC). Left panels: lysates were immunoprecipitated with anti-eGFP and immunoblotted with anti-HSF1. Western blot on total lysate (TL) is also shown. Blots were cut prior to hybridisation with antibodies during blotting. Right panels: lysates were immunoprecipitated with anti-HSF1 and immunoblotted with anti-eGFP. Blots were cut prior to hybridisation with antibodies during blotting. (**E**) Representative immunoprecipitation experiment showing the interaction between endogeneous Lonp1 and HSF1 in nuclear lysates from SW620 cells after heat-shock (HS) and then left 3 h at 37 °C to recover (HS + REC). Nuclear lysates were immunoprecipitated with anti-Lonp1 and immunoblotted with anti-HSF1. Western blots on nuclear lysates (NL) and total lysates (NL) are also shown. Blots were cut prior to hybridisation with antibodies during blotting. (**F**) Representative immunoblot showing the quantification of HSF1 in SW620 cells transfected with scramble small-interfering RNAs (siCTRL) and cells transfected with small-interfering RNAs against Lonp1 (siLonp1-1 and siLonp1-2), after HS and HS + REC. Blots were cut prior to hybridisation with antibodies during blotting. (**G**) Quantification of the mRNA levels of HSP70 in SW620 cells transfected with scramble small-interfering RNAs (siCTRL) and cells transfected with small-interfering RNAs against Lonp1 (siLonp1), after HS and HS + REC. *P < 0.05.

We hypothesized that Lonp1 in the nucleus may contribute to regulate HS response (HSR). In mammalian cells, HSR is regulated by heat shock factor-1 (HSF1)^40^. While HSF1 is mostly located in the cytosol and nucleus of unstressed cells, it accumulates in the nucleus in heat-shocked cells and promotes the transcription of HSR genes. Thus, we assumed that Lonp1 may interact with HSF-1 and modulate its function in the nucleus. We first looked for an interaction between Lonp1 and HSF1. Therefore, SW620 cells were transfected with a full-length form of Lonp1 tagged with eGFP at C-term, heat-shocked for 3 h, and left to recover. Protein extracts were pulled down with GFP Trap Agarose beads and assayed with anti-HSF1 Ab (Fig. 3D, left panels), showing that under normal conditions HSF1 physically interacts with Lonp1 (lane1) , and that HS increased the binding of Lonp1 to HSF1 (lane2). The interaction has been observed also when an anti-Lonp1 Ab has been used to pull down the endogenous protein in the absence of eGFP-tagged protein, excluding a possible artefact (Supplementary Fig. 5). When we pulled down HSF-1 on the cells expressing Lonp1-eGFP with anti HSF-1, we could reveal the presence of Lonp1 in the immunoprecipitate with anti-eGFP Ab, thus confirming the specificity of the interaction (Fig. 3D, right panels lanes 1–3). Then, we pulled down HSF-1 in SW620 cell extracts, and we immunoblotted the immunoprecipitate with anti Lonp1 Ab. We detected the presence of a band at the MW of Lonp1 protein, with a higher intensity in samples from cells under HS and HS + REC than control (Supplementary Fig. 5B). To verify if the interaction occurred specifically in the nucleus or not, SW620 cells were heat-shocked for 3 h, and left to recover, and nuclear extracts were pulled down with anti-Lonp1 and assayed with anti-HSF1 Ab. HSF1 physically interacts with Lonp1 in the nucleus, and HS increased the binding of Lonp1 for HSF1 (Fig. 3E). Knock-down of Lonp1 followed by HS and recovery determined an increase in the levels of HSF1 in the nucleus (Fig. 3F), suggesting that Lonp1 can modulate HSF1 levels, likely by degrading it. In addition, when Lonp1 was silenced by small interfering RNA (siRNA), the levels of heat shock protein-70 (HSP70) increased both during HS and recovery (Fig. 3G).

As Lonp1 interacted with HSF1, we hypothesized that this interaction could impact on the transcriptional activity of HSF1 during heat shock response and modulate the expression of HSF1 target genes. To test this hypothesis, we performed an RNAseq analysis on SW620 cells with silenced Lonp1 undergoing HS, or HS followed by recovery and compared them to SW620 cells treated with a scramble siRNA, in the same conditions. 

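SW620 cells, a human colon cancer line, were transfected with siRNA against Lonp1 (siLonp1) or with a scramble siRNA. They were kept at 37 °C (Ctrl), held at 42 °C for 1 h (HS), or held at 42 °C for 1 h and then returned to 37 °C for 1 h (HS+REC), with 3 libraries in each of the 6 groups. The legend of Fig. 4 and the sample labels give the duration of HS, and the duration of recovery for RNAseq is taken from the sample labels. The authors prepared stranded mRNA libraries, sequenced them as paired ends, aligned the reads to hg38 with STAR and counted them on UCSC annotated genes with featureCounts. The paper's text does not name the strand setting of the counting or the handling of reads that align to several genes. The deposited values are raw counts for 26485 gene symbols, of which 5740 had no count in any of the 18 libraries. Total counts per library ranged from 39154783 to 45013503 (median 39430137) for Ctrl scramble, from 38838617 to 40377723 (median 39603177) for Ctrl siLonp1, and from 30815860 to 43383858 (median 42892126) for HS scramble. They ranged from 39227695 to 40920743 (median 40343446) for HS siLonp1, from 40830443 to 47279297 (median 43000394) for HS+REC scramble, and from 40863606 to 45024299 (median 41377651) for HS+REC siLonp1. The 10 genes with most counts took between 4.92% and 7.52% of the counts of a library. Starting from these counts, the 12832 genes with CPM above 1 in at least 3 libraries were kept, the filter that the paper's methods give, and they held at least 99.9% of the counts of each library. Counts were scaled by edgeR's TMM factors, which ranged from 0.934 to 1.06, and 1 model over all 18 libraries with a mean for each group was tested by edgeR's quasi-likelihood test. The paper's text names edgeR, but not the edgeR test or the samples that entered each fit. A gene was called at a Benjamini-Hochberg FDR of at most 0.05 and a fold change above 2, as in the paper. The difference between the HS effects in siLonp1 and in scramble was tested as an interaction in the same model.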

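LONP1, on chromosome 19 of hg38 from 5691834 to 5720572, measures the silencing in the same libraries. At 37 °C its level was 220.8 ± 5.56 CPM (SD, n = 3 libraries) with scramble siRNA and 20.4 ± 1.75 CPM with siLonp1, so that 9.26% remained. After HS, 214.0 ± 15.7 CPM with scramble and 11.7 ± 0.154 CPM with siLonp1 were measured, and 5.48% remained. After HS+REC the levels were 218.4 ± 18.7 and 27.2 ± 1.64 CPM, and 12.4% remained. The highest siLonp1 library lay far under the lowest scramble library in each condition, at 22.5 against 214.5 CPM in Ctrl, 11.8 against 197 in HS and 28.9 against 197 in HS+REC. The log2 fold change by siLonp1 was -3.43 at 37 °C (standard error 0.08, adjusted p = 1.7e-19, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), -4.19 in HS and -3.01 in HS+REC. Among the alternative settings, removing trends with GC content and length, a correction chosen after seeing the data, moved the value at 37 °C most, and the call was kept under all of them. Silencing was deeper after HS than at 37 °C by -0.76 on the log2 scale (standard error 0.11, adjusted p = 0.00047 for the interaction, same test and adjustment), and stayed between -0.83 and -0.68 when each library was left out in turn. HS changed LONP1 in scramble-treated cells by -0.04 on the log2 scale (standard error 0.07).

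**Figure D1:**
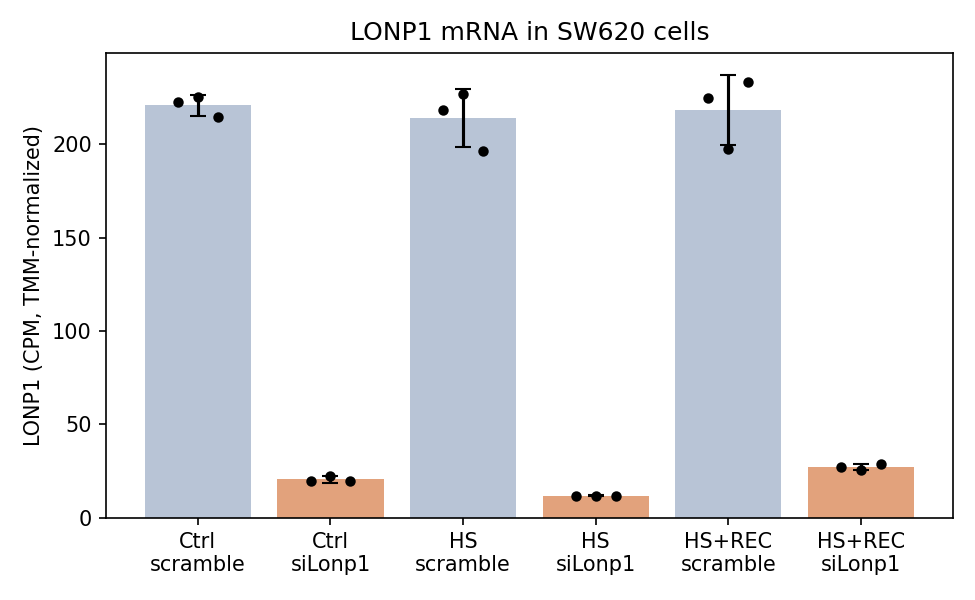
LONP1 mRNA in CPM after TMM scaling (y axis, linear) in the 6 groups of SW620 libraries (x axis). Bars are means, error bars are SD and points are the 3 libraries of each group; the highest siLonp1 library has 28.9 CPM and the lowest scramble library 197 CPM.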

As PCA and cluster analysis using the top 10% variable genes showed a close similarity between HS and HS plus recovery samples (Supplementary Fig. 5), we focused our attention only on HS.

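Principal components were computed with prcomp on log2 CPM of the 1283 genes with the highest variance, the top 10% of the genes tested. PC1 held 52.5% of the variance, PC2 28.9% and PC3 11.8%. PC1 placed Ctrl libraries apart from HS and HS+REC libraries, and PC2 placed scramble apart from siLonp1 libraries. The distance between the group means of Ctrl and HS over these genes was 44.9 in scramble and 48.3 in siLonp1 (Euclidean, log2 CPM). Between HS and HS+REC it was 27.2 and 30.6, and between Ctrl and HS+REC 51.5 and 55.9. Replicate libraries of a group lay 12.1 apart in the median and at most 15.4 apart, so the HS to HS+REC distances were larger than any distance between replicates. HS and HS+REC separated on PC3, with mean scores of -14.0 and 10.3 in scramble and of -14.8 and 13.2 in siLonp1. Scramble and siLonp1 lay 34.7 apart in Ctrl, 35.6 in HS and 35.3 in HS+REC. Average-linkage clustering on 1 minus the Pearson correlation divided the libraries first into Ctrl against HS and HS+REC, and at 4 clusters HS and HS+REC of the same siRNA were still together. At 6 clusters each group formed its own cluster. With all genes tested in place of the top 10%, PC1 held 41.6% of the variance, the largest move among the alternatives.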

We first analyzed the changes in the gene expression caused by HS. In this condition, 442 genes were upregulated and 148 downregulated in cells treated with siLonp1 when compared to cells kept at 37 °C. In cells treated with a scramble siRNA, HS determined the upregulation of 376 genes and the downregulation of 47 genes (Fig. 4A). 

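With the thresholds of the paper, HS raised 439 genes and lowered 148 in siLonp1-treated cells, and raised 377 and lowered 47 in scramble-treated cells. At any fold change, 5420 genes passed the FDR limit in siLonp1 and 4615 in scramble. Leaving out each library in turn gave between 421 and 454 raised genes in siLonp1 and between 366 and 397 in scramble. The fold change limit moved these counts most, since without it 2586 genes were raised in siLonp1 and 2390 in scramble. With no filter on low counts, 658 genes were raised in siLonp1 and 122 were lowered in scramble. Of the 5 genes named by the size of their rise in scramble, only HSPA6 had more than 3 counts in each Ctrl scramble library, at 2.61 ± 0.673 CPM in Ctrl scramble and 1453 ± 0.915 CPM in HS scramble (SD, n = 3), and at 2.49 ± 0.581 and 1676 ± 29.4 CPM in the siLonp1 groups. Its near-identical copies, among them the pseudogene HSPA7, leave the assignment of its reads uncertain. HSPA7 rose from 0.031 to 13.2 CPM in scramble. TDRG1, an lncRNA with 0 counts in the Ctrl scramble libraries, reached 2.23 ± 0.349 CPM in HS scramble. LCN10 went from 0 counts to 1.27 ± 0.348 CPM, and CCL26 from 0.015 to 4.41 ± 0.774 CPM, or 0, 1 and 1 counts in the Ctrl libraries.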

Genes upregulated during HS in Lonp1-silenced cells were largely overlapping with those upregulated in cells treated with a scramble siRNA, but 125 of them (25%) are uniquely upregulated when Lonp1 was silenced, indicating that silencing of Lonp1 modified HS response (Fig. 4B). 

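Of the 499 genes called as raised by HS in either arm, 317 (63.5%) were called in both, 60 (12.0%) in scramble alone and 122 (24.4%) in siLonp1 alone. The 122 genes made up 27.8% of the genes called in siLonp1. They were not silent in scramble: their median log2 fold change by HS was 0.79 in scramble and 1.11 in siLonp1, 101 of them passed the FDR limit in scramble and 95 rose there by more than 1.5-fold. The interaction tests directly whether a gene responded differently in the 2 arms, and 15 of the 122 genes passed an FDR of 0.05 in it (edgeR quasi-likelihood test, Benjamini-Hochberg), with 55 at an unadjusted p under 0.05. Among the 317 shared genes 27 passed, and among the 60 genes of scramble alone 8. Over all genes tested, 240 passed the interaction at any fold change, 61 with a stronger rise or weaker fall in siLonp1 and 179 the other way. Of these, 7 and 11 also exceeded a 2-fold difference. Leaving out single libraries moved the 7 to between 2 (without Ctrl siLonp1 replicate 2) and 11 (without Ctrl siLonp1 replicate 3) and the 11 to between 5 (without Ctrl siLonp1 replicate 1) and 16. The HS effects in the 2 arms were correlated across the genes tested (Pearson r 0.898, Spearman rho 0.773), where genes are not independent replicates. With each library left out in turn, between 112 and 137 genes were called in siLonp1 alone, and with no filter on low counts 249. Of the genes lowered by HS, 39 were called in both arms, 8 in scramble alone and 109 in siLonp1 alone.

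**Figure D2:**
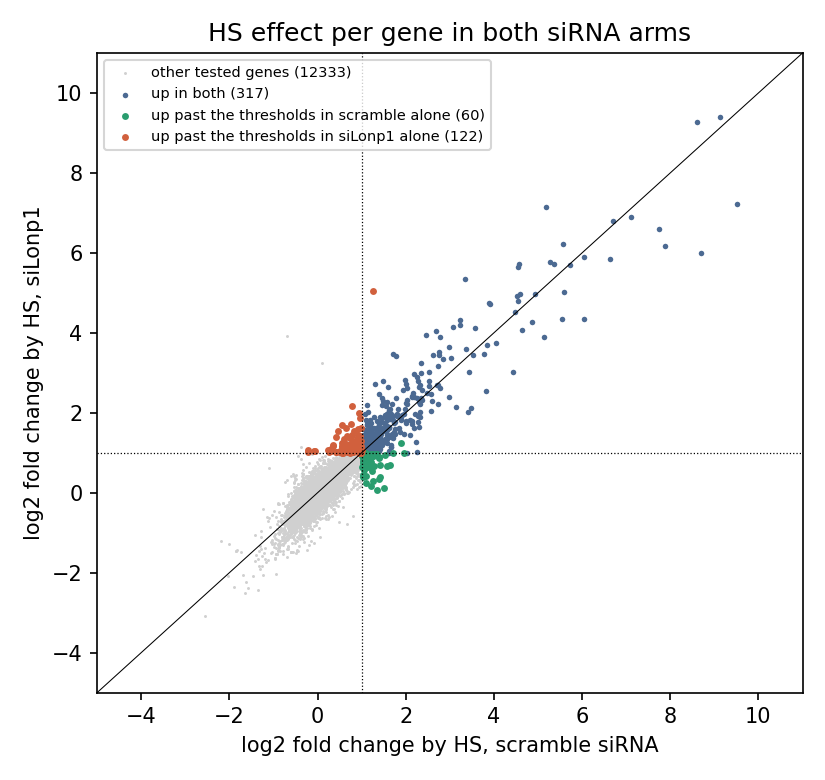
Log2 fold change by HS per gene in scramble-treated cells (x axis) and siLonp1-treated cells (y axis). Each point is 1 of the 12832 genes tested, the diagonal marks equal responses and dotted lines mark a 2-fold rise; the 122 genes of siLonp1 alone lie just above the upper limit and mostly at a rise short of 2-fold in scramble.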

As expected, gene ontology analysis revealed that, when compared to control samples, genes upregulated in HS were significantly enriched in “response to unfolded protein”, “protein refolding” and “regulation of cellular response to heat” biological processes, either in cells treated with a Lonp1 siRNA or with a scrambled, control siRNA (Supplementary Table 1). 

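Gene ontology terms were not used here. In their place, a family fixed by gene symbol was counted, with the 23 tested genes for HSPA, HSPB, HSPD1, HSPE1, HSPH1 and HSP90 proteins and the 38 tested J-domain genes (DNAJA, DNAJB and DNAJC). Of these 61 genes, 15 (24.6%) were called as raised by HS in scramble, against 2.83% of the other genes tested (Fisher's exact test, one-sided, p = 1.6e-10, Benjamini-Hochberg adjusted p = 2.5e-10 over 6 such tests). In siLonp1, 17 (27.9%) were called, against 3.30% (Fisher's exact test, one-sided, p = 1.2e-11, Benjamini-Hochberg adjusted p = 2.4e-11). The count of 15 and that of 17 stayed as they were with each library left out in turn. With no fold change limit, which moved them most, 24 genes of the family were called in each arm. Both parts of the family were enriched, the HSP genes with 11 of 23 (47.8%) in scramble and 12 of 23 (52.2%) in siLonp1. Of the J-domain genes, 4 of 38 (10.5%) were called in scramble against 2.92% of other genes (Fisher's exact test, one-sided, p = 0.0246, Benjamini-Hochberg adjusted p = 0.0246). In siLonp1, 5 (13.2%) were called against 3.39% (Fisher's exact test, one-sided, p = 0.00907, Benjamini-Hochberg adjusted p = 0.0109).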

Then, we focused our attention on a possible effect of Lonp1 on HSF1 downstream genes. 

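Genes of the heat shock response that the paper names rose by HS in both arms. BAG3 had a log2 fold change of 5.37 in scramble (standard error 0.10) and 5.73 in siLonp1 (standard error 0.11). DNAJB1 rose by 4.47 and 4.52, HSPB1 by 2.48 and 2.49, and HSPA8 by 1.16 and 1.43. HSPA1A rose by 7.11 and 6.90 and HSPA1B by 6.70 and 6.80, with the limit that the 2 genes are near-identical and reads cannot be fully told apart between them. All of these passed the FDR limit of edgeR's quasi-likelihood test. HSF1 itself changed by 0.12 in scramble and by -0.07 in siLonp1, short of that limit (adjusted p = 0.197 and adjusted p = 0.45 with Benjamini-Hochberg adjustment).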

Gene ontology revealed a significant enrichment of genes related to “regulation of HSF1 mediated HS response” “HSF1 dependent transactivation” and “HSF1 activation” pathways (Supplementary table 2) after HS. We performed a Gene Set Enrichment Analysis (GSEA) to determines whether the set of genes that are target of HSF1 showed a statistically significant, concordant difference between cells where Lonp1 was present or not (Fig. 4C and supplementary Table 3). 

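The Reactome sets of the GSEA were not used here, and the question was put to the heat shock family of HSP and J-domain genes and to 9 HSF1 target genes that the study selected for qRT-PCR (CREB3L3, HSPA1L, TGFBR3, ATF3, RAB30, HSPA4, HSP90AA1, HSPA1A and HSPA6). The paper does not state how the 9 genes were chosen and names them after its RNAseq results. A choice from these samples is therefore possible, and the 9 genes are not taken as independent evidence. In Ctrl libraries the median log2 fold change by siLonp1 over the family was -0.01, with 30 of 61 genes above 0 (limma's camera with a preset inter-gene correlation of 0.01, adjusted p = 0.534 with Benjamini-Hochberg over 20 set tests). For the 9 genes it was -0.16, with 2 above 0 (camera, adjusted p = 0.122, same adjustment). Leaving out each library in turn kept the family's median between -0.02 and 0.02, and scaling by library size only moved it most among the alternatives given as log2 fold changes, to -0.09. HSF1 mRNA was lower with siLonp1 at 37 °C by -0.24 on the log2 scale (standard error 0.07, edgeR adjusted p = 0.00754, Benjamini-Hochberg). Without Ctrl siLonp1 replicate 3 the value was -0.19 and no longer passed (edgeR adjusted p = 0.0527, Benjamini-Hochberg). HSF1 mRNA was also lower in HS, by -0.43, and in HS+REC, by -0.39. HSF2 mRNA changed by 0.15, 0.01 and -0.06 in the 3 conditions.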

Samples kept at 37 °C did not show any relevant enrichment of HSF1 target genes when Lonp1 is silenced if compared to samples treated with scrambled siRNA, suggesting that in normal conditions, Lonp1 does not have any relevant effect on HSF1 (Fig. 4C, left panel). Conversely, HS determined a slight, but significant enrichment of HSF1 target genes in Lonp1-knocked down cells (Fig. 4C, right panel). To confirm this observation, we compared the fold change in the expression of HSF1 target genes caused by HS between cells where Lonp1 was silenced or not. 

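In HS libraries, the direct comparison of siLonp1 with scramble gave a median log2 fold change of 0.16 over the heat shock family, with 41 of 61 genes above 0 (camera, adjusted p = 0.188, Benjamini-Hochberg over 20 set tests). The call changed with the test: limma's fry gave adjusted p = 0.0197, and camera with the correlation estimated from the data adjusted p = 0.719, each with Benjamini-Hochberg adjustment. A GSEA on signal-to-noise ranks of log2 CPM, with 1000 gene-set permutations, gave a score of the opposite sign (normalized enrichment score -0.78, adjusted p = 0.974 by permutation with Benjamini-Hochberg). These ranks use a lowest SD in proportion to the mean log2 CPM, which gives abundant genes less weight. The sign of the score is therefore not that of the median change. For the qRT-PCR genes of the methods the median was 0.27, with 8 of 9 above 0 (camera, adjusted p = 0.393, Benjamini-Hochberg). The interaction, which sets the HS effect in siLonp1 against that in scramble, had a median of 0.09 over the family, with 43 of 61 genes above 0 (camera, adjusted p = 0.00011, Benjamini-Hochberg), and of 0.44 over the 9 genes (camera, adjusted p = 1.2e-06, Benjamini-Hochberg). Under fry the interaction of the 9 genes kept its call and that of the family lost it, and with an estimated correlation no camera call of the 20 tests held after Benjamini-Hochberg adjustment. The HSP genes alone had a median of 0.17 in HS (camera, adjusted p = 0.0842, Benjamini-Hochberg) and 0.18 in the interaction (camera, adjusted p = 5.2e-06, Benjamini-Hochberg). Fry and an estimated correlation were not run for them. Leaving out each library in turn kept the family's median in HS between 0.15 and 0.18.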

HSF1 target genes showed a slightly higher expression in samples under HS where Lonp1 was silenced, if compared to samples under HS treated with a scrambled siRNA, with the only notable exception of HSPA1A (Fig. 4D)^18^. 

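All 25 genes of Fig. 4D were tested. The ratio of the HS fold change in siLonp1 to that in scramble was above 1 for 24 of them, with a median of 1.20, and HSPA1A was the exception at 0.864, with the limit of its near-identical copy HSPA1B. Between 22 and 24 ratios stayed above 1 when each library was left out in turn, and 22 of 24 did when only the Ctrl and HS libraries entered the fit, where CREB3L3 was not tested and HSPB1 fell below 1. The interaction passed an FDR of 0.05 for 4 of the 25 genes over all genes tested and for 10 adjusted over the list alone, a list shown by the study from these samples and so not independent evidence. Of these 4 genes, HSPA1L had the highest ratio, 2.20 (log2 1.14, standard error 0.26, edgeR adjusted p = 0.0236, Benjamini-Hochberg), with means of 20.8 and 38.2 CPM in HS and under 1 CPM in Ctrl; it lies next to HSPA1A on the opposite strand. TGFBR3 had a ratio of 1.69 (log2 0.76, standard error 0.12, edgeR adjusted p = 0.0017, Benjamini-Hochberg). The other 2 of the 4 were DNAJB6 at 1.38 (log2 0.47, standard error 0.08, edgeR adjusted p = 0.0031, Benjamini-Hochberg), and HSPA4 at 1.24 (log2 0.31, standard error 0.08, edgeR adjusted p = 0.0494, Benjamini-Hochberg). The call of HSPA1L was lost without Ctrl scramble replicate 1, 2 or 3 and without Ctrl siLonp1 replicate 1 or 2, at log2 values of 1.105 to 1.20. HSPA4 lost its call in 9 of 12 such fits, with log2 values of 0.28 to 0.34, and kept it only without Ctrl siLonp1 replicate 3, HS scramble replicate 3 or HS siLonp1 replicate 2. Compared directly in HS, 22 genes were higher with siLonp1, 13 of them past the FDR limit, and 3 were lower past that limit. These 3 were TGFBR3 (-0.82), MOK (-0.42) and NEAT1 (-0.27), which were also lower at 37 °C (-1.58, -0.55 and -0.57). The call of NEAT1 in HS was lost without HS scramble replicate 2 (-0.19) or HS siLonp1 replicate 2 (-0.24). Of the higher genes, DNAJB1 (0.25 to 0.28) and ATF3 (0.32 to 0.41) lost their calls in 5 of 6 such fits and kept them only without HS scramble replicate 3. FKBP4 (0.15 to 0.20) kept its call only without HS siLonp1 replicate 2. RAB30 lost it without HS scramble replicate 1 (0.25) or 2 (0.26) or HS siLonp1 replicate 2 (0.24), and ZNF281 without HS scramble replicate 3 (0.20) or HS siLonp1 replicate 2 (0.18). GPC2 passed the limit without HS scramble replicate 2 (0.64). HSPA1A was higher in HS by 0.14, short of the limit. At 37 °C HSPA1A was higher with siLonp1 by 0.36, past the limit. Of the 9 qRT-PCR genes, 3 passed the interaction over all genes tested and 6 adjusted over the list alone, as RNAseq values; the qRT-PCR was not analysed here.

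**Figure D3:**
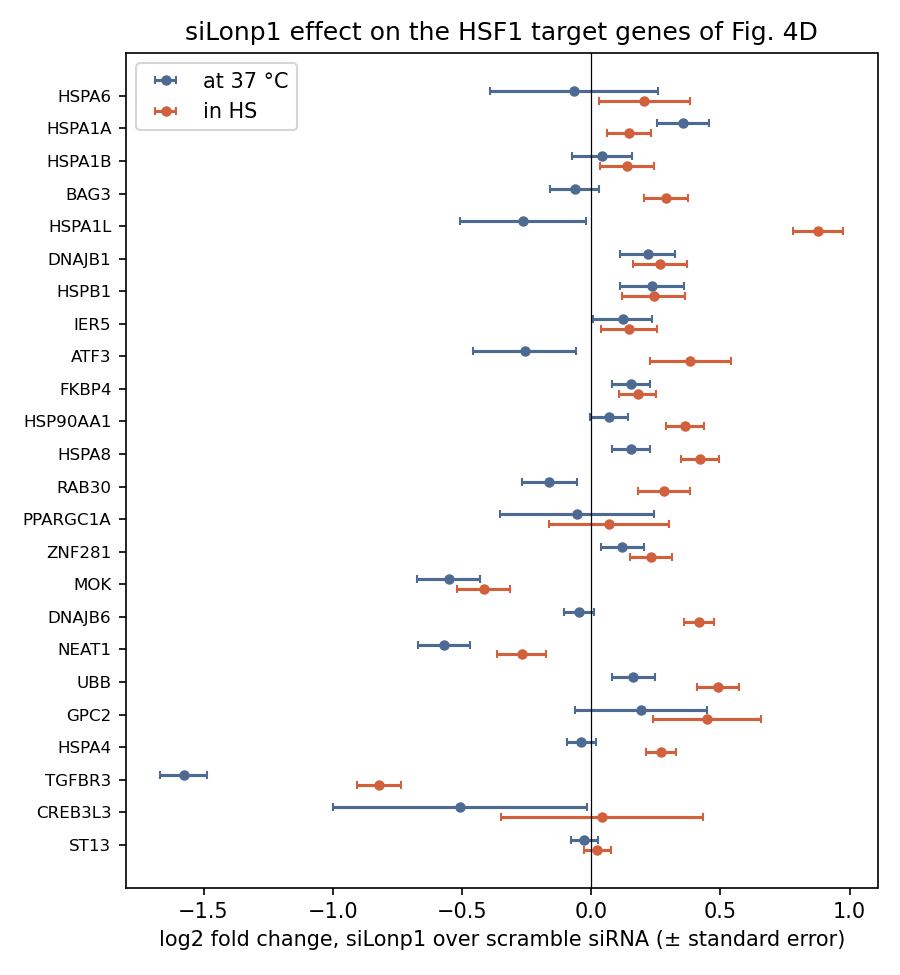
Log2 fold change of siLonp1 over scramble siRNA (x axis) for genes of Fig. 4D (y axis), at 37 °C and in HS. Points are edgeR estimates from 3 libraries per group and bars are standard errors; the HS points of TGFBR3, MOK and NEAT1 lie below 0 and the others shown above 0.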

We selected 9 HSF1 target genes, and confirmed this observation by qRT-PCR (Fig. 4E). This suggests that the absence of Lonp1 determined a stronger response to HS, mediated by HSF1. 

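Genes that respond to HS were also taken as a whole, without selecting them in 1 arm. The average of the HS effects in both arms raised 392 genes past the thresholds, and this selection is orthogonal to the interaction in a balanced design. Their median interaction was 0.11 on the log2 scale, with 245 (62.5%) above 0 (camera, adjusted p = 5.9e-05, Benjamini-Hochberg). The median was 0.08 for 921 genes raised more than 1.5-fold and 0.23 for 105 genes raised more than 4-fold. Under fry the call was not kept (adjusted p = 0.256, Benjamini-Hochberg). The 485 genes raised by HS+REC in scramble are a set chosen in libraries that the following test does not use. They were higher with siLonp1 in HS by a median of 0.15, with 303 above 0 (camera, adjusted p = 0.0172, Benjamini-Hochberg). This call held under fry and in the GSEA with permutations. It was lost with an estimated correlation (camera, adjusted p = 0.702, Benjamini-Hochberg). In the other direction, the 377 genes raised by HS in scramble were higher with siLonp1 in HS+REC by a median of 0.13 (camera, adjusted p = 0.0239, Benjamini-Hochberg). That call was lost without HS+REC scramble replicate 1 (median 0.09), HS+REC siLonp1 replicate 1 (0.06) or HS+REC siLonp1 replicate 2 (0.09). It was also lost with an estimated correlation (camera, adjusted p = 0.709, Benjamini-Hochberg). Neither of these sets was tested for the siLonp1 effect in Ctrl libraries. Their medians therefore cannot separate a stronger response to heat from a siLonp1 effect already present without heat. For HS+REC against Ctrl the ratio of fold changes was above 1 for 19 of the genes of Fig. 4D, with a median of 1.10. The paper reports higher expression of HSF1 target genes under HS when Lonp1 is silenced, in RNAseq and in qRT-PCR. From this it proposes that the absence of Lonp1 leads to a stronger response to HS through HSF1. It also proposes that nuclear Lonp1 interacts with HSF1 and likely modulates the response.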

Overall, these data indicate that Lonp1 knock down leads to a further increase of HSF1 target genes at the transcriptional level in response to HS and suggest that Lonp1 in the nucleus interacts with HSF1, likely modulating the HSR.

**Figure 4:**
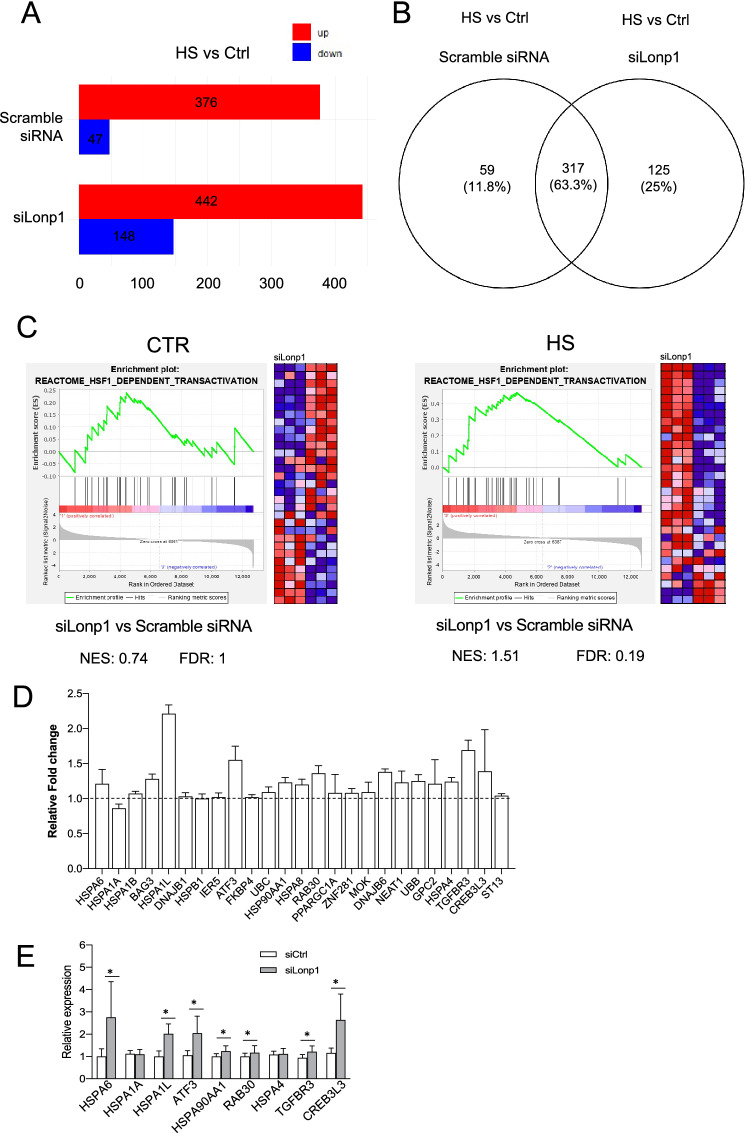
Silencing of Lonp1 enhances HSF1-mediated response to HS. (**A**) Number of genes significantly up- or down-regulated in SW620 cells transfected with small-interfering RNAs against Lonp1 (siLonp1) or with a scramble siRNA, kept at 37 °C (Ctrl) or at 42° for 1 h (HS). FDR q value ≤ 0.05 was used to identify differentially expressed genes, with fold change (FC) > 2 for up-regulated and FC < 2 for down-regulated genes. (**B**) Venn diagram showing the overlap between genes upregulated in HS, in cells where Lonp1 was silenced (siLonp1) or not (Scramble) in SW620 cells. (**C**) Left panel: Gene set enrichment analysis (GSEA) plots for the “Reactome—HSF1 dependent transactivation” signature in SW620 cells transfected with small-interfering RNA against Lonp1 (siLonp1) in comparison with a scramble siRNA, kept at 37 °C. Right panel: Gene set enrichment analysis (GSEA) plots for the “Reactome—HSF1 dependent transactivation” signature in SW620 cells transfected with small-interfering RNA against Lonp1 (siLonp1) in comparison with a scramble siRNA, kept at 42° for 1 h. The Normalized enrichment score (NES) and FDR values for both analyses are reported. (**D**) Ratio between fold change observed after HS in cells treated with siLonp1, and fold change observed after HS in cells treated with a scramble siRNA. Twenty-five HSF1 target genes are shown; data are calculated from RNAseq data set, and expressed as mean ± SD. (**E**) Relative expression of nine selected HSF-1 target genes in cells in cells treated with siLonp1 after HS. Data have been normalized to the expression observed after HS in cells treated with a scramble siRNA, set arbitrarily to one. Data are the mean ± SD of two independent experiments, each in triplicate. *p < 0.05.

## Discussion

Lonp1 is a nuclear-encoded mitochondrial enzyme, previously assumed to modulate several cellular functions, exclusively in the mitochondria. Inactivation of Lonp1 by small interfering RNA (siRNA) or by specific inhibitors, has been proven to lead to defective respiration, alteration of mitochondrial ultrastructure and inhibition of mitochondrial translation^6,19,20^. For the first time, this study demonstrates that Lonp1 is also expressed in the nucleus and that its relocalisation is in response to HS.

As no other mitochondrial protease has been observed in the nucleus, the localization of Lonp1 in this study was surprising but not totally unexpected, for several reasons. Firstly, an extra-mitochondrial form of Lonp1 has already been demonstrated by Polo et al., who identified mitochondrial associated membranes (MAMs) as a site where Lonp1 localizes in the presence of ER-stress, clearly indicating that Lonp1 is not exclusively mitochondrial^15^. Independent observations in other cellular and animal models have also confirmed this observation^21,22^. Secondly, several mitochondrial proteins have been shown to relocate to the nucleus in response to different stimuli, and to regulate a plethora of functions. The monooxygenase CLK-1 is a mitochondrial enzyme involved in respiration and longevity. However, a nuclear, independent form of this protein exists and mediates a retrograde signal in response to mitochondrial Reactive Oxygen Species (ROS). Similarly, ATFS-1, a transcription factor that regulates mitochondria-to-nuclear communication during the mt Unfolded protein response (UPR), can move to mitochondria and, in condition of mitochondrial stress, to the nucleus, where it regulates the transcription of OXPHOS related genes. Although the behaviour of Lonp1 is very similar to that of CLK-1 and ATFS-1, a crucial difference exists; both the nuclear and mitochondrial form of Lonp1 is identical whereas the nuclear CLK-1 and ATFS-1 (include the MTS) and therefore differ from the mitochondrial forms of the respective proteins. Therefore, Lonp1 most resembles the mitochondrial pyruvate dehydrogenase complex (PDC); a complex of three enzymes catalysing the conversion of pyruvate into Acetyl-CoA, which has been shown to translocate from the mitochondrial matrix to the nucleus during cell cycle progression, in response to growth signals, such as serum or epidermal growth factor.

We have also established that Lonp1 can localize in the nucleus in response to HS. Our proposal of a link between Lonp1 and HS is not without precedent, as several works have already demonstrated a complex interplay between them in prokaryotes. Lonp1 is highly conserved throughout evolution, and was first described in *E. coli*, where it is known as *La* protease. Its roles in this species are multiple, spanning from protein quality control, radiation resistance, filamentation, capsular polysaccharide production, cell division, and survival under starvation conditions^5^. Over the past decade, a role for bacterial Lon in proteotoxic stress response has also been described^23–25^. For example, in *Caulobacter crescentus*, the proteotoxic stress induces cell cycle arrest by triggering the degradation of the replication initiator DnaA by Lon^24^. In *Yersinia pestis,* HS protein Q (hspQ), which is induced by HS, regulates the substrate preference and catalytic efficiency of Lon^25^. Thus, our study demonstrates that this link is maintained in eukaryotes, and particularly in mammalian cells. In this study, we report the translocation of Lonp1 to the nucleus when cells are exposed to HS, but not to other stress stimuli, such as genotoxic stress or cell cycle block. Previous reports have indicated that Lonp1 is stress-responsive and is upregulated in the presence of HS^26^; our observation further expands the importance of Lonp1 as a stress response protein, and its range of actions in the human cell.

It is theoretically possible that the nuclear increase of Lonp1 in the presence of HS could be caused by the direct import of the neo-synthesized protein from the cytoplasm into the nucleus. However, we tended to exclude these possibilities, for several reasons. As HS does not modify the transcription of the plasmid-encoded protein, the relative increase in the nuclear fraction form can only be due to a relocation of the mitochondrial form. Furthermore, the MW of the protein present in the nuclear fraction is identical to that present in the mitochondria, suggesting that MTS is cut away from the enzyme when it relocates into the nucleus. The way Lonp1 is exported from mitochondria to the nucleus is still unknown. An ongoing open question is the nature of the interaction between Lonp1 and HSF1. As Lonp1 displays a proteolytic activity, we are tempted to speculate that Lonp1 can contact HSF1 to degrade it, thereby modulating HSR.

Mutations of LONP1 gene are associated with Cerebral Ocular Dental Auricular Skeletal Anomalies Syndrome (CODAS), a complex multisystemic and developmental disorder^5,10^. The pathogenetic link between LONP1 mutations and the signs and symptoms of the disease are still elusive. It could be of great interest to understand if the Lonp1 mutants observed in CODAS patients display an aberrant nuclear localization, and if this difference can contribute to the development of the anomalies observed in CODAS patients.

## Methods

All experiments and methods were performed in accordance with relevant guidelines and regulations. All methods are reported in accordance with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Mice

*Lonp1*^*wt/–*^ mice were generated with a knock-out allele encompassing exons 5 and 8 from Biogem Srl (Ariano Irpino, Italy) on a C57BL/6 background^27^. The genotyping was performed on genomic DNA extracted from ear samples and obtained using the commercial Easy-DNA™ gDNA Purification Kit (Thermo Fisher Scientific, Waltham, MA, USA). 20–50 ng of DNA were amplified in 25 μL of a reaction mix containing 1X GoTaq Flexy Buffer (Promega Corporation, Madison, WI, USA), 2 mM MgCl_2_, 0.2 mM of each dNTP (Promega), 0.03 U of GoTaq G2 Flexy DNA Polymerase and 0.2 μM of the following primers: forward 5-CAGGGAAGAAACTGAAGTCAGGC-3, reverse 5-CACTCTGGTTCATGGCCACC-3. A 925 bp PCR product was obtained only for knock-out allele. All mice were housed in ventilated cages for a 12-h day/night cycle with access to water and food ad libitum. All animal experiments and protocols were performed in accordance with ARRIVE guidelines and approved by the Italian law protecting animals used for scientific purposes (authorization n°253/2017-PR, released on March, 21st, 2017 from Italian Ministry of Health).

### Cell culture

SW620 were maintained in Glutamax RPMI 1640 supplemented with gentamycin and 10% foetal bovine serum (FBS). SW620 and SW480 cell lines were kindly gifted by Dr. Zanocco Marani. HeLa cell line was kindly gifted by Prof. Andrea Cossarizza. SW48 cell line was purchased from ATCC. SW480 and HeLa cells were maintained in Glutamax Dulbecco modified Eagle medium (DMEM) supplemented with gentamycin and 10% FBS (Life Technologies). Cells were maintained in an incubator at 37 °C, 5% CO2, in a humidified atmosphere. To induce heat shock, cells were incubated in a water bath set at 42 °C.

### Retroviral transduction

The pMSCV-Puro empty vector and the pMSCV containing the cDNA encoding for the double mutant R237A/R241A Lonp1 protease were used to transiently transfect amphotrophic Phoenix cell line, as described in^8^. Retroviral supernatants were used to stably transfect SW620 cells, and stable transfectants were selected by using 4 μg/ml puromycin, and then maintained in cell medium supplemented with 2 μg/ml puromycin.

### RNA interference

Cells were reverse transfected by using RNAiMAx (Thermo Fisher) and 100 nM of two pre-validated siRNAs (s17901 and s17902, Thermo Fisher) against Lonp1 mRNA. After 72 h of incubation, cells were collected and lysed by using RIPA buffer.

### Immunofluorescence and confocal microscopy

Cells for confocal microscopy were grown on coverslips, fixed with 4% paraformaldehyde (PFA, Sigma Aldrich) in PBS, for 10 min, and permeabilized with 0.1% triton X-100 in PBS, for 15 min. Cells were blocked in 3% bovine serum albumin (BSA) for 1 h, incubated with primary antibodies overnight, washed, incubated with Alexa Fluor-conjugated secondary antibodies (Life Technologies) in 3% BSA for 1 h, and washed again to remove unbound antibody. Cells were counterstained with DAPI. Coverslips were mounted in Fluoromount (Sigma Aldrich) and images were collected on a confocal microscope SP8-AOBS (Leica). Image analysis was performed with ImageJ and ScanR.

### Western blotting

Western blotting was performed as previously described^6^. Total cell lysates were prepared in RIPA lysis buffer plus protease inhibitors cocktail (Sigma Aldrich) and phosphatase inhibitors (Sigma Aldrich). Nuclear fractions were obtained by using NE-PER nuclear and cytoplasmic extraction kit and following manufacturer’s instructions. Nuclear, mitochondrial and cytosolic fractions were isolated by using the Cell fractionation kit (Abcam, Cambridge, UK), following provided instructions. Samples were resolved by SDS-PAGE on precast gels (12%, 4–12%) and transferred to nitrocellulose membranes (Bio-Rad Laboratories), which were then immunoblotted. Blots were cut prior to hybridisation with antibodies during blotting. The following primary antibodies were used: anti-Lamin B1 (Santa Cruz Biotechnology), anti-β-actin (Abcam), anti-TOM20 (Santa Cruz Biotechnology), anti-SIRT3 (Santa Cruz Biotechnology), anti-HSF1 (Abcam). Lonp1 was probed using a custom anti-Lonp1 polyclonal antibody (Primm, Milan, Italy) to the His-Tag recombinant protein Lonp1 (from aa 376 to aa 497; QQR- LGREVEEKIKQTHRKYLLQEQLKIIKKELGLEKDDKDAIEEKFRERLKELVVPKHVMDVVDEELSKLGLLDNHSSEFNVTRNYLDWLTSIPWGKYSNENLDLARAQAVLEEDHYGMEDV)^6,8,28^ (Supplementary Fig. 7). A second, validated anti-Lonp1 antibody has been used (Sigma Aldrich antibody n. HPA002034), when indicated. The following secondary antibodies were used: HRP-conjugated goat anti-rabbit and HRP-conjugated goat anti-mouse (Bio-Rad Laboratories). Enhanced Clarity chemiluminescent substrate (Bio-Rad laboratories) was used to detect proteins by using a Chemidoc MP (Bio-Rad Laboratories). Image analysis was performed by Image Lab software v5.2.1.

### Immunoprecipitation

Briefly, 800 ugr of total lysate (TL) or nuclear lysate (NL) from nuclear fraction in a RIPA modified Buffer (20 mM Tris–Cl, pH 7.0; 1% Nonidet P-40; 150 mM NaCl; 10% glycerol; 10 mM EDTA; 20 mM NaF; 5 mM sodium pyrophosphate; and 1 mM Na3VO4) was precleared with 10 μl of 50% (v/v) protein A/G agarose (GEHealthcare, Little Chalfont, United Kingdom). Subsequently, supernatant from precleared beads was incubated with: GFP Trap Agarose beads (Chromotek, Germany), or anti-HFS1 antibody, or anti Lonp1 antibody (ratio: 0.5μgr of antibody/500μgr of total protein) overnight at 4 °C with constant rotation. In immunoprecipitation for HSF1 or Lonp1, 30 μl of 50% (v/v) protein A/G agarose (GEHealthcare, Little Chalfont, United Kingdom) were added and incubated for 1 h with agitation. All immunoprecipitation beads were washed three times with wash buffer (20 mM Tris–Cl, pH 7.0, 1% Nonidet P-40, 150 mM NaCl, 10% glycerol, 10 mM EDTA, 20 mM NaF, 5 mM sodium pyrophosphate), and once with 10 mM Tris–Cl, pH 7.4. The target proteins bound were eluted from beads by boiling in SDS loading buffer for 5 min at 99 °C^29^.

### Histology and immunohistochemistry

Histological sections of mice colon (n = 3) were deparaffinized in xylene and rehydrated in alcohol upon distilled water. Antigen retrieval was performed by incubating slides in 10 mM sodium citrate buffer, pH 6.0, at sub-boiling temperature for 15 min. Then, endogenous peroxidase activity was blocked by incubating sections in a 5% methanol plus 1% hydrogen peroxide solution for 5 min. After blocking with PBS containing 3% BSA, sections were incubated overnight at 4° C with the primary rabbit anti-Lonp1 antibody diluted 1:100 in PBS containing 3% BSA. Then, after 3 washings, HRP conjugated secondary antibody was incubated (diluted 1:200 in PBS) for 1 h at room temperature. Finally, after 3 washings in PBS, HRP was revealed by a DAB based kit (Sigma Aldrich), according to manufacturers' instructions. Tissues were obtained from the Department of Diagnostic and Clinical Medicine, and Public Health, University of Modena and Reggio Emilia, through an institutional review board-approved protocol.

### Flow cytometry

Cell cycle was analysed by flow cytometry. In brief, cells were treated with 10 μM 5-ethynyl-2´-deoxyuridine (EdU) for 2 h. Cells were detached and immediately stained using to Click-iT™ EdU Alexa Fluor™ 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific), following manufacturer protocol/standard procedures. Fixed cells were acquired by Attune NxT acoustic flow cytometer (Thermo Fisher Scientific) equipped with four lasers (405 nm, 488 nm, 561 nm, 638 nm). A minimum of 10,000 events were acquired for every sample^30^.

### RNAseq

SW620 cells exposed to heat shock for and RNA extracted using RNeasy mini kit (QIAgen) following provided instructions. Three independent biological replicates were examined. The quality of RNA samples was checked by using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA); RNA samples were used either for RNAseq and for qPCR validation. RNAseq library was prepared from 1.5 µg of total RNA using TruSeq Stranded mRNA Library Prep Kit in paired end format (Illumina) following the manufacturer’s recommendations. RNA sequencing was carried out on Illumina Novaseq 6000 (Illumina) at BMR Genomics (Padua, Italy).

### Quantitative real time PCR

For relative expression of the genes CREB3L3, HSPA1L, TGFBR3, ATF3, RAB30, HSPA4, HSP90AA1, HSPA1A, HSPA6 has been quantified with a set of wet-lab pre-validated oligos (Bio-Rad). Real-time PCR was performed in triplicate, using the SsoAdvanced Universal SYBR Green Supermix (Biorad) following the suggested reaction protocol and thermocycling parameters, in a CFX96 Touch instrument (Bio-Rad). Transcript of ribosomal protein S18 (RPS18) has been used as reference gene. Changes in the gene expression have been calculated through ΔΔ-cycle method.

### Bioinformatics analysis

Raw reads were aligned using STAR version 2.7.3a to build version hg38 of the human genome^31^. Counts for UCSC annotated genes were calculated from the aligned reads using featureCounts function of the Rsubread R package^32^ and R (version 3.6.3). Normalization and differential analysis were carried out using edgeR R package^33^. Raw counts were normalized to obtain Counts Per Million mapped reads (CPM). Principal component analysis (PCA) was performed using the top 10% variable genes and the prcomp function of stats R package. Only genes with a CPM greater than 1 in at least three samples were retained for differential analysis. Gene expression changes were considered statistically significant with Benjamini–Hochberg FDR less than 5% and fold changes greater than 2 for upregulation and lower than − 2 for downregulation.

Functional enrichment analysis of the differentially expressed genes was performed using Enrichr (https://maayanlab.cloud/Enrichr/) and DAVID (Version 6.8, Oct 2016; https://david.ncifcrf.gov/home.jsp)^34–37^. Gene set enrichment analysis version 4.2.0^38^ was performed on the log2 TMM values calculated by edgeR and the Reactome collection of Molecular Signature Database (MSigDB) version 7.2^39^. Gene sets were considered significantly enriched at FDR ≤ 5% when using 1000 permutations of gene sets. RNA-seq data from this study have been deposited at Gene Expression Omnibus database (GEO, https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE164834.

### Statistical analysis

All the measurements data are presented as mean ± standard deviation (SD) if not differently specified. Statistical analysis between different experimental conditions was performed with ANOVA followed by the Bonferroni means comparison or *t* test when appropriate. A threshold of *P* ≤ 0.05 was selected to indicate statistical significance. Statistical calculations were performed using standard functions of GraphPad Prism 8.0. Image analysis was performed by ImageJ v2.0 and ScanR.

## Supplementary Information

Supplementary Figures.

Supplementary Legends.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

## Data Availability

RNA-seq data from this study have been deposited at Gene Expression Omnibus database (GEO, https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE164834.

# Supplementary material for: Evidence for mitochondrial Lonp1 expression in the nucleus
**Source:** Sci Rep. 2022 Jun 27;12:10877. doi: 10.1038/s41598-022-14860-0
**Supplement:** Supplementary file 2 — Supplementary Legends.

**Supplementary table 1.** Gene Ontology (GO) terms as determined by DAVID in cells under HS in comparison to cells kept at 37°C, either with silenced Lonp1 (siLonp1) or in cells treated with a scramble siRNA (Scramble siRNA). Significantly enriched terms (Benjamini-Hochberg adjusted p value ≤ 0.05) are in bold.

**Supplementary table 2.** Reactome pathways found to be enriched in cells under HS in comparison to cells kept at 37°C (Ctrl), either with silenced Lonp1 (siLonp1) or in cells treated with a scramble siRNA (Scramble). Significantly enriched pathways (adjusted p value ≤ 0.05) are in bold.

**Supplementary table 3.** Enriched gene sets from the Reactome collection in SW620 cells when Lonp1 is silenced, in comparison to scramble siRNA, either at 37°C (Ctrl) and at 42°C for 1 hour (HS), as detected with GSEA. Data are ranked based on Normalized enrichment score (NES).

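Supplementary Table 3 lists, for each Reactome set, its size among the genes ranked, the enrichment score, the normalized enrichment score (NES), a nominal p from permutations of gene sets and an FDR over all sets of the table. A positive NES means that the genes of the set lie towards the top of a ranking from higher in siLonp1 to higher in scramble. The nominal p is for 1 set alone, while the FDR takes the number of sets into account, and the methods state a limit of FDR at most 5%. For HSF1 dependent transactivation, a set of 31 genes, the paper's reported NES is 0.738 with an FDR of 1 at 37 °C, and 1.507 with a nominal p of 0.031 and an FDR of 0.194 in HS. The paper's reported NES in HS is 1.376 for HSF1 activation (FDR 0.303), 1.021 for cellular response to heat stress (FDR 0.72) and 0.97 for regulation of HSF1 mediated heat shock response (FDR 0.782). As these Reactome sets were not used here, their scores cannot be set beside scores recomputed for the same genes. For the same libraries and number of permutations, with genes ranked by signal-to-noise of log2 CPM, a measure that the paper's text does not name, the 9 qRT-PCR genes had a score of -1.37 at 37 °C and 0.60 in HS, computed here from the deposited counts, and the heat shock family -0.94 at 37 °C and a score below 0 in HS as well.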

# Supplementary material for: Evidence for mitochondrial Lonp1 expression in the nucleus
**Source:** Sci Rep. 2022 Jun 27;12:10877. doi: 10.1038/s41598-022-14860-0
**Supplement:** Supplementary file 5 — Supplementary Table 3.

**Supplementary Table 3**

How the deposited data were processed for this re-analysis (not part of the article)

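RNAseq of SW620 cells was analysed, with 18 libraries in 6 groups of 3: cells treated with scramble siRNA or siLonp1, kept at 37 °C (Ctrl), held at 42 °C for 1 h (HS), or held at 42 °C for 1 h and left to recover at 37 °C (HS+REC). The immunoblots, imaging, immunoprecipitation and qRT-PCR of the paper were not analysed here. The authors prepared stranded mRNA libraries, aligned the paired-end reads to hg38 with STAR, and counted them on UCSC annotated genes with featureCounts. The values used are their raw counts, with no normalization, for 26485 gene symbols. The paper's text does not name the strand setting of the counting, the treatment of reads shared by several genes or the annotation release. It does not name which of the siRNA sequences of the methods was used for RNAseq.

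Every library was mapped to its group and replicate number by the name of its column, and no column of another sample was present. Library totals ran from 30815860 to 47279297 counts, with a median of 40847024.5. Genes with CPM above 1 in at least 3 libraries were kept, which left 12832. The common biological coefficient of variation over the groups was 0.0658. The paper's text names no removal of PCR duplicates, so the counting error is a lower limit of the true error. TDRG1, LCN10, CHRNA2, CRYAB and CCL26, at a few counts in Ctrl libraries, are given as CPM or counts and not as fold changes, whereas log2 values are given for CCDC81, NTN4, CREB3L3 and ARSE, which also had few counts in Ctrl siLonp1. Replicates of each group differed by more than counting error, with a chi-square per degree of freedom between 3.48 and 25.8 over genes with at least 20 counts, so none was treated as a duplicate of another.

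Differences were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors and the quasi-likelihood test in 1 model over the 18 libraries. The contrasts were the HS and HS+REC effects in each siRNA arm, HS+REC against HS in each arm, the siLonp1 effect in each condition, and the interactions of siLonp1 with HS and with HS+REC. Genes were called at a Benjamini-Hochberg FDR of at most 0.05 and a fold change above 2. A prior count of 0.125 was used for fold changes and of 2 for the log2 CPM of the principal components. Gene sets were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01, and Benjamini-Hochberg over the 20 set tests. Fry, camera with an estimated correlation and a GSEA of 1000 gene-set permutations were the alternatives. The GSEA was written for this purpose, compared with gseapy 1.3.1 and tested on simulated ranks. Enrichment of the heat shock family among raised genes was tested by Fisher's exact test against the other genes tested.

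The sets were the heat shock family by gene symbol, the 9 qRT-PCR genes of the methods, the genes raised by HS or HS+REC on average over both arms, the genes raised in the other heat condition of the scramble arm, and 2 lists written by hand. The list of the integrated stress response has 18 genes and that of immediate early genes 16, and ATF3 is in both. The paper's Supplementary Table 3 had been read before the second list was written. The tests, sets, thresholds and alternatives were chosen before the data were examined, apart from the removal of trends with GC content and length, the Benjamini-Hochberg adjustment over the 6 Fisher tests and the tests named as later ones in the closing section. Genes are named by rule: LONP1, HSF1, HSF2, RPS18 as the reference gene of the qRT-PCR, the 9 genes, the 25 genes of Fig. 4D, and for each contrast other than HS+REC against HS the 5 genes with the largest change past the FDR limit, with a mean CPM of at least 1. In a contrast of 2 groups these also had each library of 1 group above each of the other. Genes that the paper's figure shows had been seen. The values of 1 gene of Fig. 4D are not reported here.

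The alternatives were RLE size factors, library size only, no filter on low counts, CPM above 1 in all 18 libraries, DESeq2 1.42.0, edgeR's likelihood ratio test, fits without the HS+REC libraries or with only the groups compared, the replicate number as a block, FDR 0.01, no fold change limit, each library left out in turn, other sets of genes for the principal components and a prior count of 2. The removal of trends with GC content and length used GENCODE transcripts matched to 12568 of the genes tested (97.9%). A test on simulated counts had 200 changed genes among 12832, all changed by more than 2-fold and with a mean CPM above 1. For the HS effect in siLonp1, 199 (99.5%) were recovered with 0 false calls. For the interaction of siLonp1 and HS, 199 were recovered with 1 false call. Recovery of smaller changes, as most interactions past the FDR limit were, was not measured. The Reactome and gene ontology sets of the paper were not used here.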

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

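The tests of scaling, of the HS effect on LONP1 in scramble and those with trends of GC content and length removed were chosen only after the results were seen.

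The siLonp1 effect differed between HS and 37 °C for 240 genes at any fold change (edgeR, Benjamini-Hochberg FDR at most 0.05), which is a difference between the 2 siRNA groups in their response to HS. It differed between HS+REC and 37 °C for 203 genes. At an unadjusted p under 0.05 there were 1951 and 1743. With a 2-fold difference as well, 7 genes were up and 11 down for HS, and 10 up and 4 down for HS+REC. DESeq2 gave 7 and 10 for HS and 14 and 5 for HS+REC. Over splits of the libraries into siRNA groups within each heat condition, the real one included, 3 of 100 splits had as many genes for HS and 6 of 100 splits for HS+REC. Other splits carry the effect of siLonp1 itself into the interaction or the residual spread, so these counts leave open whether chance can be excluded. When trends of GC content and length were removed, 235 of the 238 genes for HS that had both values (98.7%) and 200 of 201 for HS+REC (99.5%) stayed past the limit in the same direction, which argues against such trends as the whole cause. The totals rose to 832 and 936. Mislabelled libraries are argued against by LONP1, where no siLonp1 library reached the scramble range, and by the clustering, in which each of the 6 groups formed its own cluster. What stays open is a difference in handling between the groups, since no label of a batch was at hand, and an effect of the siRNA other than through LONP1, since the labels name 1 silencing reagent.

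The counts past a 2-fold interaction rested on single libraries. For HS the genes up were 4 without Ctrl scramble replicate 2, 3 without Ctrl siLonp1 replicate 1, 2 without Ctrl siLonp1 replicate 2, 11 without Ctrl siLonp1 replicate 3, and 4 without HS siLonp1 replicate 1 or 3. The genes down were 7 without Ctrl scramble replicate 2 or 3 or HS scramble replicate 1, 5 without Ctrl siLonp1 replicate 1, and 6 without HS scramble replicate 2 or HS siLonp1 replicate 1. For HS+REC the genes up were 6 without Ctrl scramble replicate 1, 5 without Ctrl scramble replicate 2 or HS+REC siLonp1 replicate 2, 31 without HS+REC scramble replicate 3, and 17 without HS+REC siLonp1 replicate 3. The genes down were 2 without Ctrl siLonp1 replicate 2.

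Genes that HS lowers and genes that it raises moved apart. The 81 genes lowered by HS on average over both arms had a median interaction of -0.444 on the log2 scale, with 72 below 0, while the 392 raised genes had 0.11. A shift of the scaling between groups moves both sets the same way, and these values argue against it. After removing trends with GC content and length the medians, over the 77 and 378 genes that had both values, were -0.426 and 0.11. A stronger response of siLonp1-treated cells to HS stays open, beside the points of handling and of the siRNA. Heat that acts more strongly on 1 set of dishes would give the same pattern and was not tested.

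LONP1 itself differed between the conditions. The siLonp1 effect was stronger in HS than at 37 °C by -0.76 on the log2 scale and weaker in HS+REC by 0.43 (edgeR adjusted p = 0.0321, Benjamini-Hochberg). With library size only, where no factor centres the genes, the all-gene median interaction for HS was -0.0267, which argues against a shift of the scaling of that size. HS changed LONP1 in scramble by -0.0444 (standard error 0.0687), so a loss of the transcript by HS in both arms is argued against. With trends of GC content and length removed the interaction was -0.66. The time at which each dish was harvested after transfection, and the share of cells transfected, stay open and were not tested.

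Genes of Fig. 4D with a different siLonp1 effect in HS and at 37 °C were HSPA1L (1.14), TGFBR3 (0.76), DNAJB6 (0.47) and HSPA4 (0.31). In HS+REC they were RAB30 (0.64, edgeR adjusted p = 0.0233, Benjamini-Hochberg) and TGFBR3, with -0.57 and so the opposite sign to HS. TGFBR3 fell with siLonp1 from 31.6 to 10.6 CPM at 37 °C, from 47.7 to 27.0 in HS and from 30.75 to 6.94 in HS+REC. In GENCODE, HSPA1L reaches to 31815283 and the neighbouring HSPA1A on the opposite strand begins at 31815543, so the 2 genes do not overlap there. The annotation release and strand setting of the counting are not known, so some HSPA1A reads in HSPA1L stay possible. With siLonp1 in HS, HSPA1A was higher by 0.14 and HSPA1L by 0.88, which argues against HSPA1A reads as the whole cause. HSPA1L lost its call without Ctrl scramble replicate 1 (1.12), 2 (1.20) or 3 (1.105) and without Ctrl siLonp1 replicate 1 (1.11) or 2 (1.16).

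The 5 genes with the largest interaction for HS were CCDC81 (1.62), FOXJ1 (-1.41), SGK1 (-1.38), PIM1 (-1.28) and ZNF367 (-1.24). CCDC81 rested on few counts at 37 °C, with 13, 11 and 16 in scramble and 6, 3 and 7 in siLonp1. FOXJ1 rose by HS in both arms, from 0.476 to 10.3 CPM in scramble and from 0.605 to 4.95 CPM in siLonp1. SGK1 rose by HS in scramble (1.43 to 2.44 CPM) and fell in siLonp1 (3.25 to 2.16 CPM). PIM1 rose in scramble from 0.864 to 2.17 CPM and was 1.25 and 1.30 CPM in siLonp1. ZNF367 went from 33.3 to 47.0 CPM in scramble and from 41.5 to 24.9 CPM in siLonp1 (edgeR adjusted p = 3.4e-07, Benjamini-Hochberg). With single libraries left out, SGK1 and ZNF367 always passed. CCDC81 passed only without Ctrl scramble replicate 2, Ctrl siLonp1 replicate 3 or HS scramble replicates 2 or 3, with values of 1.33 to 1.72 in the other fits. FOXJ1 passed only without Ctrl scramble replicate 1, Ctrl siLonp1 replicate 3, HS scramble replicate 3 or HS siLonp1 replicate 2, with -1.43 to -1.28 elsewhere. PIM1 did not pass without Ctrl scramble replicate 2 (-1.08) or 3 (-1.25), Ctrl siLonp1 replicate 1 (-1.17), HS scramble replicate 2 (-1.18), or HS siLonp1 replicate 1 (-1.19) or 3 (-1.27). No explanation was tested for single genes.

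For HS+REC the 5 genes were NTN4 (1.76), MIR1247 (1.65), UBD (-1.60), CXCR4 (-1.53) and LURAP1L (1.40). All are of low expression in at least 1 group. In Ctrl scramble and siLonp1 they had 0.311 and 0.151 CPM for NTN4, 0.888 and 0.42 for MIR1247, 2.02 and 2.85 for UBD, 0.669 and 1.63 for CXCR4, and 1.61 and 1.00 for LURAP1L. In HS+REC these were 4.75 and 7.82, 1.12 and 1.66, 0.959 and 0.452, 2.09 and 1.76, and 5.42 and 8.84 CPM. MIR1247 is a symbol whose reads were not separated from overlapping transcripts. NTN4 passed only without HS+REC scramble replicates 2 or 3 or HS+REC siLonp1 replicate 3, with values of 1.52 to 1.89 in the other fits, and the other 4 genes always passed. No explanation was tested for single genes.

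The paper reports no counts of genes changed by siLonp1 within a condition, or by HS+REC. SiLonp1 raised 337 genes and lowered 198 at 37 °C, raised 329 and lowered 206 in HS, and raised 365 and lowered 171 in HS+REC. HS+REC raised 485 and lowered 87 in scramble, and raised 579 and lowered 154 in siLonp1. For each of these contrasts, and for HS in each arm and HS+REC against HS, a fit of its 6 libraries alone was repeated over their splits. The count that the real split gave in that fit was reached by 1 of 10 splits, the real one. In the other splits of each contrast the highest count was 0, against 210 to 682 for the real ones. Those splits mix the groups compared, so a real difference enters their residual spread and can lower their counts. With so few splits chance cannot be excluded by this test. Leaving out single libraries gave 321 to 355 up and 170 to 213 down at 37 °C, 317 to 344 and 191 to 227 in HS, and 324 to 416 and 167 to 180 in HS+REC. It gave 461 to 500 up and 80 to 110 down for HS+REC in scramble, and 552 to 606 and 135 to 194 in siLonp1. With library size only, each siLonp1 count of genes up was lower and each of genes down higher, by less than 1.5-fold, so the balance of up and down depends on the scaling. Beside LONP1, the genes named by the size of their change by siLonp1 were DDC (-4.48 at 37 °C, -4.61 in HS and -4.45 in HS+REC) and those that follow. ARSE, now named ARSL, had -3.36 at 37 °C and -3.24 in HS+REC, CDH17 -3.12, -3.41 and -3.11 in the 3 conditions, AGR2 -2.82 and OXGR1 -2.76 in HS, and TAGLN 2.69 in HS+REC. CCL26 at 37 °C had 0, 1 and 1 counts in scramble and 5, 1 and 10 in siLonp1 (edgeR adjusted p = 0.0408, Benjamini-Hochberg). Its call was lost without any 1 of the Ctrl scramble libraries and without Ctrl siLonp1 replicate 1 or 3. An effect of the siRNA other than through LONP1 stays open for all of these.

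After HS+REC the largest rises were TDRG1, LCN10, CRYAB, CCL26 and CHRNA2 in scramble and CHRNA2, TDRG1, HSPA6, HSPA7 and PNLDC1 in siLonp1. Their levels in HS+REC, in scramble and siLonp1, were 6.09 and 4.13 CPM for TDRG1, 1.53 and 2.11 for LCN10, 7.94 and 9.21 for CRYAB, and 6.42 and 15.9 for CCL26. CHRNA2 had 2.62 and 3.13, HSPA6 608 and 749, HSPA7 4.16 and 5.91, and PNLDC1 13.0 and 16.7 CPM. For HSPA6 and HSPA7 reads shared between the 2 copies stay open.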

How the results depend on the processing

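Trends of GC content and length were removed only after the results were seen, and those values are marked so. Of the comparisons of counts, set tests and other group results under alternatives, 771 stayed the same, 118 moved, 29 became weaker, 7 reversed and 2 became stronger. Of those of single genes, 1819 stayed the same, 109 became weaker, 34 stronger and 25 reversed. Directions of the siLonp1 effect on LONP1 and of the HS effects on HSPA6 and HSPA1A were the same throughout. Apart from fewer or more genes tested, the cause was not tested for any change.

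With library size only, log2 values near 0 reversed for RPS18 at 37 °C (-0.0535), HSPB1 in the HS interaction (-0.016), and PPARGC1A (-0.0291), CREB3L3 (-0.0552) and ST13 (-0.0728) for siLonp1 in HS. Of the 103 single-gene results under this setting, 8 others became weaker and 90 stayed the same. HSPB1 also reversed, to -0.0053, with only the groups compared and without the HS+REC libraries. In these settings 8 of 98 and 10 of 78 single-gene results became stronger and 0 weaker. The correlation of HS effects was 0.910 with only the groups compared.

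With no filter on low counts more genes were tested, 20745. HS lowered 122 genes in scramble. SiLonp1 lowered 374 at 37 °C, raised 559 and lowered 385 in HS, and raised 615 and lowered 358 in HS+REC. The HS interaction had 16 genes up, and that of HS+REC 24 up and 11 down. HS+REC raised 872 and lowered 141 in scramble and raised 1081 in siLonp1. Against HS, HS+REC raised 299 in scramble, and raised 461 and lowered 144 in siLonp1. By HS, 144 genes were raised in scramble alone and 249 in siLonp1 alone, and the correlation of HS effects was 0.328.

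With CPM above 1 in all libraries fewer genes were tested, 11680.0. HS raised 240 and lowered 26 in scramble and raised 278 in siLonp1. SiLonp1 raised 219 and lowered 76 at 37 °C, 198 and 104 in HS, and 228 and 80 in HS+REC. The HS interaction had 3 genes up and that of HS+REC 4 up and 2 down. HS+REC raised 301 in scramble and 363 in siLonp1, and against HS 60 and 118. By HS, 201 genes were raised in both arms, 39 in scramble alone and 77 in siLonp1 alone.

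With no fold change limit, HS raised 2390 and lowered 2225 in scramble, and 2586 and 2834 in siLonp1. SiLonp1 raised 3374 and lowered 2941 at 37 °C, 3601 and 3425 in HS, and 3439 and 3499 in HS+REC. HS+REC raised 2795 and lowered 2632 in scramble, and 3152 and 3412 in siLonp1, and against HS 1817 and 1628, and 2090 and 2002. The interactions had 61 up and 179 down for HS, and 88 and 115 for HS+REC. By HS, 1865 were raised in both arms, 525 in scramble alone and 721 in siLonp1 alone. At FDR 0.01 the HS interaction had 1 gene up and 7 down, and that of HS+REC 5 up. With the likelihood ratio test there were 15 up for HS, and 18 up and 9 down for HS+REC.

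With trends of GC content and length removed, chosen after seeing the data, the HS interaction had 11 genes up and that of HS+REC 19 up and 7 down. The correlation of HS effects was 0.906. HSPB1 reversed in the HS interaction (-0.0283) and CREB3L3 for siLonp1 in HS (-0.0046). The integrated stress response list in HS+REC lost its call, at a median of 0.20.

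With the correlation estimated from the data, camera lost each of its 12 calls, while the medians stayed by construction. These were, in the HS interaction, 0.09 for the heat shock family, 0.44 for the 9 qRT-PCR genes and 0.11 for the heat-induced genes. In the HS+REC interaction they were 0.03 for the family and 0.16 for the genes raised by HS+REC in both arms. For siLonp1 they were 0.15 for the recovery-induced genes in HS and 0.13 for the HS-induced genes in HS+REC. For the immediate early list they were 0.69 at 37 °C, 0.34 in HS and 0.52 in HS+REC, and for the integrated stress response list 0.32 in HS and 0.23 in HS+REC. Fry called the family in HS (0.16) and lost 4 calls, those of the family (0.0904, 0.0251), the heat-induced genes (0.1115) and the genes raised by HS+REC in both arms (0.1564) in the interactions. Fry gave the direction up for the integrated stress response list at 37 °C, the reverse of camera, at a median of -0.0095. In the GSEA, whose ranks give abundant genes less weight, the score of the family reversed for siLonp1 in HS (normalized score -0.782) and in HS+REC (-0.513). Calls were lost for the integrated stress response list in HS (1.13) and HS+REC (1.48) and for the immediate early list in HS (1.40) and HS+REC (1.54).

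With the replicate block the direction for the integrated stress response list at 37 °C reversed, at a median of -0.0086. Of 103 single-gene results under the block, 98 stayed the same and 5 became weaker. Over 45 pairs of equal replicate numbers across groups the residual correlations ran from -0.38 to 0.46 with a median of -0.02, and 10 were above 0.1, so the replicate numbers carry no pairing.

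With all genes tested in the principal components PC1 held 41.6% of the variance, and the distance of HS to HS+REC was 0.705 of that of Ctrl to HS in scramble and 0.717 in siLonp1. With the 500 most variable genes these were 61.2%, 0.55 and 0.586. Leaving out single libraries gave 50.4% to 54.5%, 0.589 to 0.617 and 0.607 to 0.646.

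Leaving out single libraries moved the correlation of HS effects between 0.875 and 0.901. The 2-fold interaction counts ran from 2 to 11 up and 5 to 16 down for HS, and from 5 to 31 up and 2 to 6 down for HS+REC, by the libraries named above. The family in the HS+REC interaction ran from -0.0131 to 0.0623 and lost its call without HS+REC scramble replicate 1 (0.01) or HS+REC siLonp1 replicate 1 (0.0012) or 2 (0.02). The HS-induced genes in HS+REC ran from 0.0625 to 0.191, and the 3 libraries without which their call was lost stand beside that result. The integrated stress response list ran from -0.0592 to 0.0463 at 37 °C, and from 0.17 to 0.28 in HS+REC, where the call was lost without HS+REC siLonp1 replicate 1 (0.17) or 2 (0.23). The 9 qRT-PCR genes ran from 0.15 to 0.29 in the HS+REC interaction, and were called without HS+REC siLonp1 replicate 3 (0.29). For siLonp1 in HS+REC they ran from 0.0199 to 0.344, with the direction reversed without HS+REC siLonp1 replicate 3 (0.34). Single genes that changed sign ran from -0.19 to 0.48 for CREB3L3 and from -0.0465 to 0.189 for PPARGC1A for siLonp1 in HS, and from -0.0662 to 0.124 for RPS18 at 37 °C. In the HS interaction they ran from -0.0023 to 0.0586 for FKBP4, -0.0581 to 0.0365 for HSPB1, -0.0113 to 0.0859 for IER5 and -0.0488 to 0.52 for PPARGC1A. With 2 libraries left in a group, its spread is pooled with that of the other groups.

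Depth limits genes at a few counts in Ctrl libraries, such as TDRG1, LCN10 and CCL26, for which a fold change has no firm value. Every alternative set for the counts and sets gave a value.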

Differences from the paper's values

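All of the paper's values that were also computed here, 30 in number, lay within the limits set for a difference under the main settings. They are the counts of genes changed by HS in the text and the 25 ratios of Fig. 4D. The ratios were measured on the bars of the figure. Values counted as different only when they lay more than 1.5-fold apart and, for the ratios, by more than their SD over replicate numbers. This limit is wide for the ratios, as 1 near 1 could lie on the other side of 1 without counting as different. Of 682 comparisons under the alternatives, 11 passed the limits, with no filter on low counts, with CPM above 1 in all libraries or with no fold change limit. They were all of the counts of genes raised or lowered by HS or raised in siLonp1 alone.

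The paper describes the enrichment of HSF1 target genes in HS with Lonp1 silenced as significant. In its Supplementary Table 3 the paper's FDR for HSF1 dependent transactivation in HS is 0.194, above the limit that its methods state, with a paper's nominal p of 0.031. The heat shock family used here is not that set, and HS raised 15 of its 61 genes in scramble past the thresholds. Its HSP genes alone gave adjusted p = 0.0842 in HS and 5.2e-06 in the interaction (camera, Benjamini-Hochberg), with no alternative test run for them. For the whole family, camera gave adjusted p = 0.188 with Benjamini-Hochberg in HS (limma), and the alternatives ranged from 0.0197 under fry to 0.974 in the GSEA by permutation. Fry was the setting under which the family passed in this comparison. For the interaction, camera gave adjusted p = 0.00011 with Benjamini-Hochberg (limma), which lies on the paper's side, but fry gave adjusted p = 0.0619 and camera with an estimated correlation adjusted p = 0.367 (both limma, Benjamini-Hochberg), so that call was not kept under these.

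The paper states that the expression of HSF1 target genes under HS was slightly higher when Lonp1 was silenced, with HSPA1A as the exception. Over the 25 genes of Fig. 4D the tally goes with the paper, as 24 ratios of fold changes were above 1 and 22 genes were higher in HS. In expression itself, HSPA1A was higher in HS with siLonp1 by 0.14 on the log2 scale (short of the FDR limit), and the genes lower were TGFBR3 (-0.82), MOK (-0.42) and NEAT1 (-0.27). The exception in the paper is in the ratio of fold changes, where HSPA1A had 0.864 here as well.

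The paper gives the genes raised in siLonp1 alone as a share of the genes raised in Lonp1-silenced cells. The share here was 27.8% of those genes, and 24.4% of the genes raised in either arm, which is the nearer to the paper's percentage.

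The paper describes HS and HS+REC samples as closely similar. Over the top 10% variable genes HS and HS+REC lay closer to each other (27.2 in scramble, 30.6 in siLonp1) than either to Ctrl (44.9 to 55.9), and were nevertheless apart by more than the highest distance between replicates, 15.4. From HS to HS+REC 136 genes were raised and 108 lowered in scramble, and 235 and 95 in siLonp1.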

Other observations

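The tests of ribosomal protein genes, of the integrated stress response list in the interaction, of transcription upstream, and those with trends of GC content and length removed were chosen only after the results were seen.

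RPS18, the reference gene of the qRT-PCR, was higher with siLonp1 in HS by 0.52 on the log2 scale (edgeR adjusted p = 0.00038, Benjamini-Hochberg) and in HS+REC by 0.30 (edgeR adjusted p = 0.0264, Benjamini-Hochberg), and changed by 0.02 at 37 °C. In HS+REC the call was lost without HS+REC scramble replicate 1 (0.20) or 2 (0.30) and without HS+REC siLonp1 replicate 1 (0.29) or 3 (0.27). Its interaction for HS was 0.50 (edgeR adjusted p = 0.0998, Benjamini-Hochberg) and passed only without HS scramble replicate 3 (0.67). After removal of the GC content and length trends the effect in HS was 0.45 with an FDR of 2.7e-05, which argues against such trends. A rise shared by ribosomal protein genes fits, with 77 of 87 (88.5%) above 0 in HS and a median of 0.23. The median was 0.14 with library size only, where all genes had a median of -0.10, and 0.17 with the trends removed. Reads shared with RPS18 pseudogenes, and the purity of the poly(A) selection, stay open. How far the rise of RPS18 bears on the qRT-PCR was not tested, since the qRT-PCR values were not analysed here. The paper's methods state that the RNA samples served for RNAseq and for qPCR.

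The integrated stress response list of 18 genes was higher with siLonp1 in HS by a median of 0.32, with 15 above 0 (camera, adjusted p = 0.0116, Benjamini-Hochberg), and in HS+REC by 0.23 (camera, adjusted p = 0.0239, Benjamini-Hochberg). At 37 °C the median was -0.01 and the mean 0.05, with a direction of down from camera (adjusted p = 0.947, Benjamini-Hochberg). The calls in HS and HS+REC held under fry, and neither held with an estimated correlation or in the GSEA. With trends of GC content and length removed the median in HS was 0.235, which argues against such trends in HS. In HS+REC the median was then 0.20 and the call was lost (camera, adjusted p = 0.0761, Benjamini-Hochberg). The interaction for HS had a median of 0.27 with 14 of 18 above 0, at a camera p of 1.6e-09 (fry 0.00335, estimated correlation 0.0151), but this is the effect in HS less that at 37 °C, both given above, and so no separate test. A different response of the list to HS with siLonp1 stays open. Handling of the dishes and effects of the siRNA other than through LONP1 stay open as well.

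The immediate early list of 16 genes was higher with siLonp1 in each condition, by a median of 0.69 at 37 °C with 15 above 0 (camera, adjusted p = 6.2e-08, Benjamini-Hochberg), 0.34 in HS (camera, adjusted p = 0.00019, Benjamini-Hochberg) and 0.52 in HS+REC (camera, adjusted p = 5.7e-05, Benjamini-Hochberg). These calls held under fry and not with an estimated correlation. In the GSEA the call at 37 °C held and those in HS and HS+REC did not. With trends of GC content and length removed the median at 37 °C was 0.654, which argues against such trends. Handling of the dishes before lysis stays open, and no value here measures it.

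In HS+REC the heat shock family was higher with siLonp1 by a median of 0.10 (camera, adjusted p = 0.534, Benjamini-Hochberg). The 9 qRT-PCR genes had a median of 0.16, a mean of -0.11 and a direction of down (camera, adjusted p = 0.534, Benjamini-Hochberg). In the HS+REC interaction the family had a median of 0.03 (camera, adjusted p = 0.0168, Benjamini-Hochberg), which fry did not call, and the 9 genes 0.20 (camera, adjusted p = 0.123, Benjamini-Hochberg). The 523 genes raised by HS+REC on average over both arms had a median interaction of 0.16 (camera, adjusted p = 2.1e-10, Benjamini-Hochberg), or 0.11 at 1.5-fold and 0.30 at 4-fold, and fry gave adjusted p = 0.0619 with Benjamini-Hochberg.

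The paper reports more HSF1 protein in the nucleus after recovery when Lonp1 is silenced, and more HSP70 mRNA during HS and recovery, from experiments not analysed here. HSF1 mRNA fell with siLonp1 from 96.1 to 71.6 CPM in HS and from 95.7 to 72.9 CPM in HS+REC. The legend of Fig. 3 does not name the HSP70 gene, and the heat shock of that figure is given as 3 h or up to 3 h where it is stated, against 1 h in these libraries. HSPA1A changed by 0.14 in HS and by -0.05 in HS+REC, HSPA1B by 0.14 and -0.06, and HSPA6 by 0.21 and 0.30, all short of the FDR limit. In HS each siLonp1 library of these genes still lay above each scramble library, for HSPA6 at 1646 to 1705 against 1452 to 1454 CPM. In HS+REC the arms overlapped, and the spread is pooled over all 6 groups. A rise of these genes in HS is therefore not excluded. HSPA1L was higher by 0.88 and 0.57, HSPA8 by 0.42 and 0.24, and HSPA4 by 0.27 and 0.16, past the limit in both conditions. The HSPA1A and HSPA1B values carry the limit of near-identical copies. HSF1 protein was not measured in these libraries.

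Genes of low expression were those with a mean CPM under 5 over all 18 libraries. This mean includes the heated libraries, so genes that heat lifted past it were left out. Of 148 such genes that HS raised in scramble, 32 (21.6%) had an expressed gene (mean CPM above 10) ending within 10 kb upstream on the same strand. Among the others it was 278 of 2111 (13.2%). A two-sided Fisher's exact test gave p = 0.00622. Downstream the shares were 6.76% and 8.76% (Fisher's exact test, p = 0.543). Over 4 distances and 4 contrasts, 16 tests of the upstream share gave Benjamini-Hochberg adjusted values of 0.0335 to 0.908, with 4 at most 0.05. The upstream share was higher for raised genes in 15 of the 16 and the downstream share in 3. Transcription that runs on from an upstream gene fits for part of these genes. The distance was chosen after several had been looked at, and how many genes it concerns stays open.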
